# Proteolysis-a characteristic of tumor-initiating cells in murine metastatic breast cancer

**DOI:** 10.18632/oncotarget.11309

**Published:** 2016-08-16

**Authors:** Larissa E. Hillebrand, Fee Bengsch, Jochen Hochrein, Jan Hülsdünker, Julia Bender, Marie Follo, Hauke Busch, Melanie Boerries, Thomas Reinheckel

**Keywords:** breast cancer, degradome, matrix metalloproteinase, proteolysis

## Abstract

Tumor initiating cells (TICs) have been identified and functionally characterized in hematological malignancies as well as in solid tumors such as breast cancer. In addition to their high tumor-initiating potential, TICs are founder cells for metastasis formation and are involved in chemotherapy resistance. In this study we explored molecular pathways which enable this tumor initiating potential for a cancer cell subset of the transgenic MMTV-PyMT mouse model for metastasizing breast cancer. The cell population, characterized by the marker profile CD24^+^CD90^+^CD45^−^, showed a high tumorigenicity compared to non-CD24^+^CD90^+^CD45^−^ cancer cells in colony formation assays, as well as upon orthotopic transplantation into the mammary fat pad of mice. In addition, these orthotopically grown CD24^+^CD90^+^CD45^−^ TICs metastasized to the lungs. The transcriptome of TICs freshly isolated from primary tumors by cell sorting was compared with that of sorted non-CD24^+^CD90^+^CD45^−^ cancer cells by RNA-seq. In addition to more established TIC signatures, such as epithelial-to-mesenchymal transition or mitogen signaling, an upregulated gene set comprising several classes of proteolytic enzymes was uncovered in the TICs. Accordingly, TICs showed high intra- and extracellular proteolytic activity. Application of a broad range of protease inhibitors to TICs in a colony formation assay reduced anchorage independent growth and had an impact on colony morphology in 3D cell culture assays. We conclude that CD24^+^CD90^+^CD45^−^ cells of the MMTV- PyMT mouse model possess an upregulated proteolytic signature which could very well represent a functional hallmark of metastatic TICs from mammary carcinomas.

## INTRODUCTION

Malignant tumors consist of heterogeneous cancer cell populations [1]. Understanding the functional and therapeutic implications of this heterogeneity has become a major challenge for basic and translational cancer research [2, 3]. The cancer stem cell hypothesis is increasingly recognized as an explanation for the intratumoral heterogeneity of cancer cells [4]. Cancer stem cells were first identified in hematological malignancies by Bonnet and Dick [5]. Nonetheless, this concept has also been established for a number of epithelial derived cancers, such as colon, prostate, breast, and pancreatic carcinomas [3, 6–9]. Essentially, cancer stem cells have the ability to asymmetrically divide, which results in self-renewal of the tumorigenic stem cell population and a large mass of cancer cells that have no, or only a limited, ability to establish new tumors [10, 11]. In addition, malignant stem cells from carcinomas are thought to be motile and, therefore, able to establish metastases in distant organs [12]. Due to their cancer-forming ability, and in order to distinguish them from physiological stem cells in tissues, these cells are often referred to as tumor initiating cells (TICs); a term which we will use hereafter.

Based on a variety of specific cell surface markers, TICs can be isolated from solid tumors via fluorescence- activated cell sorting (FACS) and subsequently functionally characterized *in vitro* and *in vivo* [13–15]. The first TICs in human breast cancers were identified based on the cell surface makers CD44^+^CD24^-/low^ [13]. Different cell surface markers have been used to identify TICs in specific murine breast cancer models, including CD29, CD61, Epcam and CD49f [13–16]. In the MMTV-Wnt1 model for breast cancer TICs can be isolated based on the cell surface markers CD24^+^ and CD90^+^ (Thy1) and the exclusion of CD45 positive leukocytes [15]. These cells showed high tumorigenicity upon injection of only 50 cells into the mammary fat pad of female mice. Using these markers, TICs have also been obtained from the MMTV-PyMT mouse model of metastatic breast cancer, which were highly efficient in forming colonies in the lungs upon tail vein injection [17]. More recently, MMTV-PyMT derived CD24^+^CD90^+^ cells have been instrumental to demonstrate the metastasis-supporting function of neutrophil granulocytes [18] and for the elucidation of interaction of stroma and cancer cells during metastatic colonization [19]. However, the tumorigenic potential of the MMTV-PyMT derived CD24^+^CD90^+^ cell population by limiting dilution assays *in vivo* has not been reported.

In this study, CD24^+^CD90^+^CD45^−^ cells from primary MMTV-PyMT breast tumors were isolated and their clonogenic and tumorigenic abilities were characterized in detail. We found evidence for a potent TIC population. Moreover, RNA-seq analysis of freshly sorted TICs compared to less tumorigenic cancer cells revealed a difference in molecular profiles. Notably, a strong signature of increased expression of various protease genes in TICs was identified. As proteolysis is known to promote growth and invasion in cancer [1, 20, 21], we set out to demonstrate the proteolytic capacity of MMTV-PyMT derived TICs. Protease inhibitors reduced anchorage independent growth as well as collagen cleavage of TICs. Our findings give insight into the proteolytic network of TICs and suggest proteolysis as a novel characteristic of tumor- initiating breast cancer cells.

## RESULTS

### CD24^+^CD90^+^ cells isolated from MMTV-PyMT mice display high tumorigenic potential

Tumor cells positive for the cell surface markers CD24 and CD90 are known for their high tumorigenicity in the transgenic MMTV-Wnt1 mouse model and have been called cancer stem cells [15]. Here, CD24^+^CD90^+^ cancer cells from primary breast tumors of MMTV-PyMT mice were obtained by FACS. To avoid leukocyte contamination, cells expressing the common leukocyte antigen CD45 were always excluded from the CD24^+^CD90^+^ population, which resulted in a double-positive population constituting 0.11 to 1.4 percent of the CD45 negative cells in the tumor (Figure 1A).

**Figure 1:**
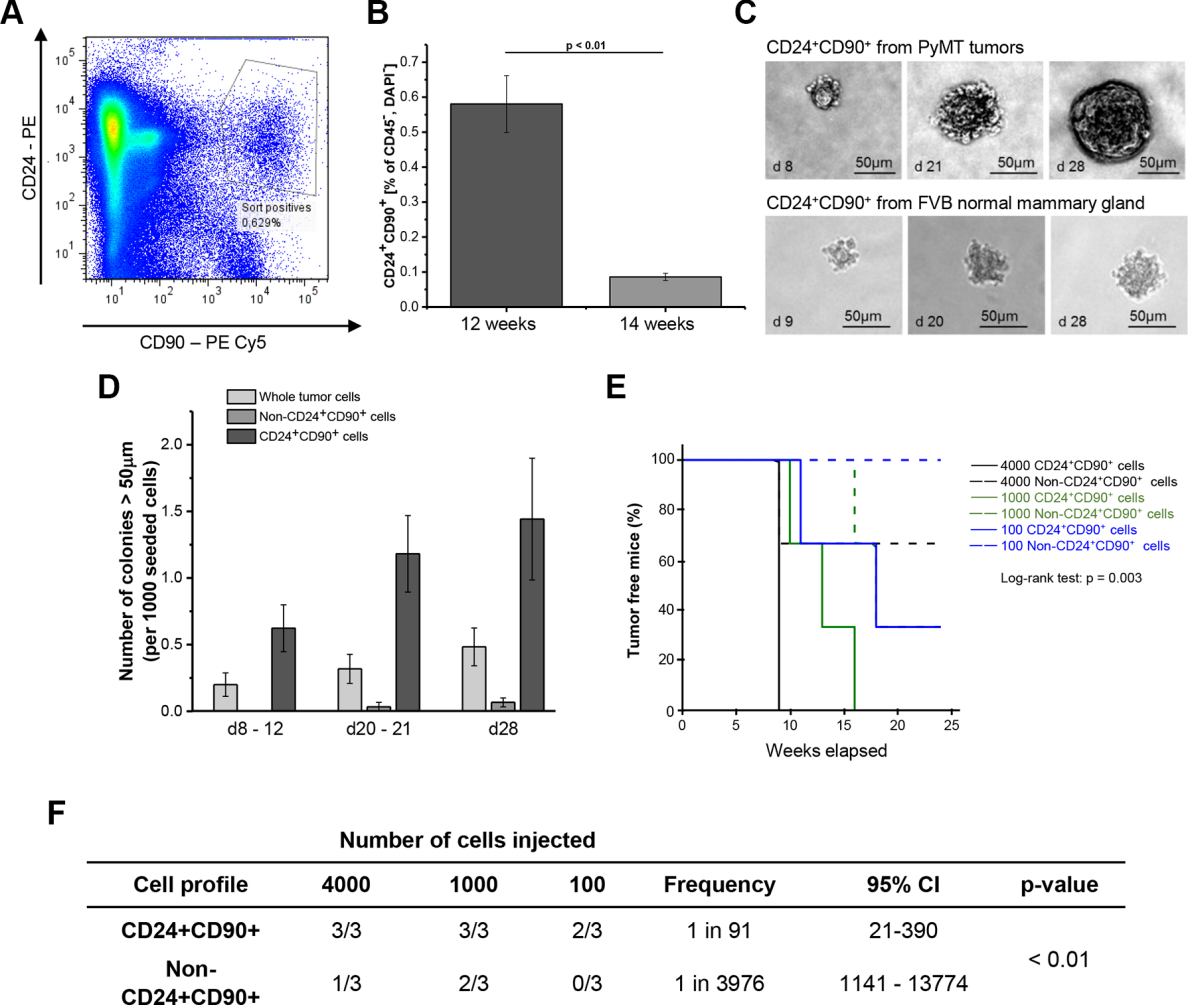
Tumorigenic properties of CD24^+^CD90^+^ cells (**A**) Fluorescence- activated cell sorting (FACS) plot of whole tumor single cell suspension from a representative primary MMTV-PyMT tumor. Cells are stained for CD24 and CD90 and depleted for CD45 and 4′,6-Diamidin-2-phenylindol; (**B**) Frequency of CD24^+^CD90^+^ cells isolated from 12 week (*n* = 21) and 14 week (*n* = 5) old tumor mice. (**C**) Colonies grown from CD24^+^CD90^+^ sorted cells from MMTV-PyMT tumors and FVB normal mammary gland; (**D**) Colony forming capacity of CD24^+^CD90^+^ cells (*n* = 3) compared to whole tumor cell suspension (*n* = 3) and non-CD24^+^CD90^+^ cell population (*n* = 3); (**E**) Kaplan- Meier plot of incidence of TIC- derived tumors after injection of 4000 (black), 1000 (olive) or 100 (blue) CD24^+^CD90^+^ cells (straight lines) or non-CD24^+^CD90^+^ tumor cells (dashed lines); (**F**) CD24^+^CD90^+^ cells and non-CD24^+^CD90^+^ tumor cells from 3 different tumors were injected in cell dosages listed. Three injections were performed (denominator). Number of resultant tumors can be seen in the numerator of the table. Frequency = tumorigenic frequency, 95% CI = 95% confidence interval.

Tumor growth in the MMTV-PyMT mouse model is induced by puberty [22]. Subsequently, the breast tissue undergoes a series of consecutive transformation events from initially benign lesions to invasive carcinomas. In the FVB/N mouse background individual tumors reach a size of about 1 cm^3^ and most of the mice develop lung metastases by 14 weeks of age [22]. Therefore, this time point was set as the final stage for analysis. However, the percentage of CD24^+^CD90^+^ cells was very low (0.086%) in large tumors at 14 weeks. In contrast, the amount of double-positive tumor cells was almost seven times higher (0.58%) in tumors from 12-week-old mice (Figure 1B). This difference of the relative pool of CD24^+^CD90^+^ cells in 12 and 14 week MMTV-PyMT mice is likely due to the exponential tumor growth occurring in this cancer model between the age of 11 and 14 weeks. Apparently the CD24^+^CD90^+^ cells are not expanding with the same speed as the other cell populations in the cancer. Consequently, all further experiments were conducted with CD24^+^CD90^+^ cells from 12-week-old mice.

A typical feature of tumor initiating cells is anchorage- independent growth and colony formation *in vitro* [23, 24]. Therefore, CD24^+^CD90^+^ cells from MMTV-PyMT breast cancers, as well as CD24^+^CD90^+^ cells from FVB normal mammary gland, were grown in a soft agar matrix. Both cell types formed colonies after nine days, which is a typical characteristic for stem cell activity [25]. Colonies derived from PyMT tumors were well-defined, while colonies derived from normal mammary gland were smaller and more loosely connected aggregates of cells (Figure 1C). After 28 days of culture the breast cancer derived colonies were highly compact and twice the size of the normal mammary gland derived colonies. Subsequently, colony formation of CD24^+^CD90^+^ tumor cells was compared with both a sorted non-CD24^+^CD90^+^ tumor cell population that was subject to live/death sorting as well as depleted of CD45^+^ cells, and a whole tumor cell preparation that was subject to live/death sorting. The colony forming efficiency of the CD24^+^CD90^+^ tumor cells was 3 fold higher compared to whole tumor cells and 24 times higher compared to non-CD24^+^CD90^+^ cells (Figure 1D). Thus, CD24^+^CD90^+^ cells have a comparatively high ability to grow anchorage- independently. This indicates stemness and potential tumorigenicity for CD24^+^CD90^+^ cells derived from MMTV-PyMT breast cancers. From this point on we will denote this cell population as tumor initiating cells (TICs).

The functional gold standard for a TIC is the ability to form tumors *in vivo*. Therefore, 100, 1000 or 4000 TICs, as well as corresponding numbers of non-CD24^+^CD90^+^ tumor cells, were transplanted into the fat pad of either the right or the left fourth mammary gland of immunodeficient Rag2^−/−^ γc^−/−^female mice. After nine weeks, a cell dosage of 4000 TICs produced palpable tumors in three out of three mice, which reached a size of 1 cm^3^ after 13 weeks (Figure 1E and 1F). The tumors were firm and macroscopically similar. One out of three mice developed a cystic tumor from 4000 non-CD24^+^CD90^+^ tumor cells. All of the mice which had received 1000 TICs developed tumors between 10 and 13 weeks after cell transplantation, which reached a final size of 1 cm^3^ approximately 3 weeks later (Figure 1E and 1F). Two mice developed tumors resulting from 1000 non-CD24^+^CD90^+^ tumor cells. These tumors grew slowly and were smaller than 0.5 cm^3^ upon sacrificing the mice 3 weeks after tumor onset. Most importantly, two out of three mice developed tumors upon the injection of only 100 TICs into the mammary fat pad after 11 and 18 weeks (Figure 1E and 1F). In contrast, no tumor development was observed upon the injection of 100 non-CD24^+^CD90^+^ tumor cells. This translates to a tumorigenic frequency of 1 in 91 cells for TICs, which is about 43 × higher than that of non-CD24^+^CD90^+^ cells (Figure 1F). Thus, MMTV-PyMT breast cancer cells with the marker profile CD24^+^CD90^+^ show high tumorigenicity both *in vitro* and *in vivo*, while cells single- or double-negative for these markers do not.

### Tumors derived from CD24^+^CD90^+^ TICs partially resemble the primary tumor and are metastatic

Analytical flow cytometry and histological analysis were performed to investigate whether TIC-derived tumors recapitulate the original primary tumor of the MMTV-PyMT model. Flow cytometry profiles revealed a great expansion of TICs in transplanted tumors compared to the TIC population of primary MMTV-PyMT tumors (Figures 2A and 1B). Tumors derived from 100 TICs and 1000 non-CD24^+^CD90^+^ cells partly reflected the histology of the primary tumors, displaying many undifferentiated regions characteristic for MMTV-PyMT tumors (Figure 2B). The transplanted tumors, however, had a less epithelial character than the primary tumors. This is demonstrated with the epithelial adhesion molecule E-cadherin, which was strongly reduced in the TIC-derived tumor specimens as well as non-CD24^+^CD90^+^ derived tumors (Figure 2C). Orthotopic transplantation of 1000 and 100 TICs was followed by spontaneous metastasis formation in the lungs. Thus, tumors derived from TICs are able to disseminate from the primary tumor and colonize distant organs during the time of tumor growth to 1 cm^3^. This might involve early metastatic seeding and a parallel progression of primary tumors and metastases [26]. In their morphology and proliferation state (Ki67 staining) these metastases were comparable to metastases formed in female MMTV-PyMT mice at 14 weeks of age (Figure 2D). Mice with tumors derived from 4000 TICs did not develop metastases. This can be attributed to sacrificing the mice earlier after orthotopic transplantation compared to mice that received less cells and needed more time for tumors to reach the stop criterion of 1 cm^3^. Two out of three mice displayed metastases formation that received 1000 TICs, as well as two out of two mice that received 100 TICs (Figure 2E). Note that 1000 transplanted TICs resulted in a higher metastatic burden than orthotopic transplantation of 100 TICs, although each of the mice was analyzed at a tumor volume of 1 cm^3^.

**Figure 2:**
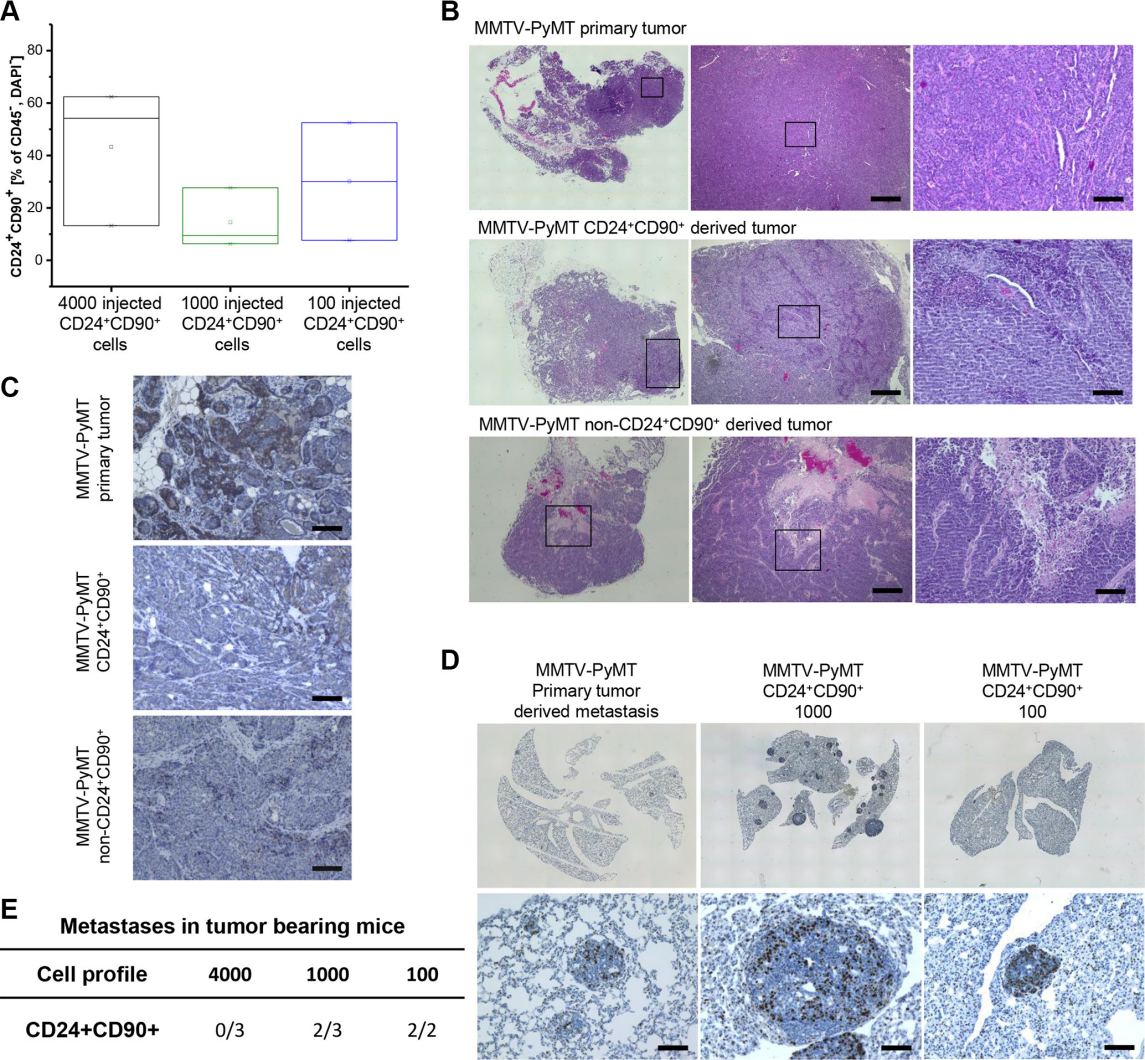
Comparison of primary MMTV-PyMT and TIC-derived tumors and metastasis (**A**) Percentage of CD24^+^CD90^+^ population in secondary TIC-derived tumors (percentage of CD45-, DAPI- population); 4000 injected cells: black; 1000 injected cells: olive, 100 injected cells: blue); (**B**) Hematoxylin eosine (HE) staining of primary MMTV-PyMT and secondary tumors derived from TICs and non-CD24^+^CD90^+^ cells; (**C**) Staining of parental MMTV-PyMT and secondary tumors derived from 100 TICs and 1000 non-CD24^+^CD90^+^ tumor cells for the epithelial marker E-cadherin; (**D**) Ki67 staining of primary MMTV-PyMT tumor-derived and TIC-derived tumor (1000 and 100 cells) metastasis; (**E**) Number of tumor bearing mice with metastasis development in the lungs. Number of occurring tumors can be seen in the denominator, number of mice with resultant metastases can be seen in the numerator of the table. Scale bar equals 100 μm.

Taken together, these observations reveal that the TICs under investigation are able to form tumors, which are of an undifferentiated basal-like appearance, and are able to metastasize to the lungs. Thus, CD24^+^CD90^+^ tumor cells are not only tumorigenic, but also metastatic and represent a metastatic TIC population in the MMTV-PyMT model, which is in line with other work on CD24^+^CD90^+^ TICs [17–19].

### Comparative expression profiling of CD24^+^CD90^+^ TICs and non-CD24^+^CD90^+^ control tumor cells

RNA-seq analysis was performed to investigate expression differences between TICs and control tumor cells at the transcriptome level. RNA was isolated from freshly sorted TICs and non-CD24^+^CD90^+^ tumor cells. Samples with an RNA Integrity Number (RIN) higher than 6 were subjected to RNA-seq in biological triplicates (Supplementary Figure S1A and S1B), each using a pool of tumors from 4 individual mice. 

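The RNA-seq data came from 6 samples in 2 groups, 3 samples of TICs (CD24+CD90+CD45- cells) and 3 samples of non-CD24+CD90+ tumor cells. Both were sorted from mammary tumors of MMTV-PyMT mice, which carry the polyoma middle T antigen under the promoter of the mouse mammary tumor virus and develop metastasizing mammary carcinomas. Each sample was a pool of 4 cell sorts, so that 12 mice stand behind each group, and 120 ng of RNA went into each library. The sample labels give the age of the mice as 12 weeks. The series description names the comparison group as cells lacking both markers, whereas the paper compares TICs with all CD45- cells outside the CD24+CD90+ gate, and the paper's name for the group is used here. Neither the labels nor the paper names a sequencing batch. Replicates 1 to 3 of each group follow the order of the sample numbers. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR, removed reads that did not map uniquely and counted the remaining reads per gene with HTSeq. The deposited values are these raw counts for 41388 Ensembl genes. Because reads shared between near-identical genes had been removed, genes with close paralogs or pseudogenes can be undercounted. The total count per sample was 6990094, 8450038 and 6781239 for non-CD24+CD90+ tumor cells replicates 1 to 3, with a median of 6990094. It was 9100552, 8639817 and 8114933 for TIC replicates 1 to 3, with a median of 8639817. The smallest expression that 3 counts can show at these depths lies between 0.33 and 0.44 CPM, the counts divided by the depth of the sample. Genes with more than 1 CPM in at least 3 samples were kept, a threshold that the paper does not state. The counts were normalized by edgeR's TMM method and compared with exactTest, the test named in the paper's methods, at a Benjamini-Hochberg adjusted p-value below 0.1. Expression is given below as TMM-normalized CPM, mean ± SD over the 3 samples of a group. With 3 samples against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, so that every smaller p-value rests on the spread that edgeR estimates across genes. The choice of test, the normalization, the filter and each single sample could change the numbers, and each was varied in turn.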

A Principle component analysis (PCA) of the transcriptome data revealed a separation of TICs and non-CD24^+^CD90^+^ tumor cells along the first principle component (34.6%), indicating that these are indeed two distinct cell populations with different gene regulation (Figure 3A). 

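The PCA was run on log2 CPM values (TMM-normalized, prior count of 2) of the 12192 expressed genes, centred and not scaled, since the paper does not state the input of its PCA. The first principal component held 31.0% of the variance and the second 22.7%. The paper's reported values are 34.6% and 22.0%. On the first component, non-CD24+CD90+ tumor cells lay at −44.8, −34.7 and −56.9 (replicates 1 to 3) and TICs at −23.4, −5.5 and 165.3. All TICs were thus on one side of all non-CD24+CD90+ tumor cells, and this order held under every setting tried. The range within TICs was 188.6 units on this component, and most of it came from TIC replicate 3. Leaving out TIC replicate 2 moved the share of the first component most, to 39.7%. The paper reads the separation along the first component as a sign that TICs and non-CD24+CD90+ tumor cells are distinct populations that differ in gene regulation.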

While all three replicates of non-CD24^+^CD90^+^ tumor cells clustered together along the second principle component (22.0%), TIC replicates were more spread, indicating a more heterogeneous population. 

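Along the second principal component, non-CD24+CD90+ tumor cells spanned 51.5 units and TICs 165.3 units. The lowest position was that of TIC replicate 2 at −135.9, while TIC replicates 1 and 3 lay at −8.7 and 29.4. The spread was also measured over all 12192 expressed genes as the root mean square difference in log2 CPM between pairs of samples. It averaged 2.02 between TICs and 1.69 between non-CD24+CD90+ tumor cells. The pairwise Pearson r across genes ranged from 0.697 to 0.755 between TICs and from 0.774 to 0.807 between non-CD24+CD90+ tumor cells; genes are not independent replicates, and these coefficients only rank the pairs. A difference in mean distance as large as the observed one arose in 3 of the 10 ways of splitting the 6 samples into groups of 3, the real one included, so that 3 samples per group do not resolve it from the spread between samples. The share of the second component changed most without replicate 1 of non-CD24+CD90+ tumor cells, to 27.2%. The paper reads the wider spread of the TIC replicates as a more heterogeneous population.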

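With more than 1 CPM in at least 3 samples, 12192 genes were expressed, and 189 of them had an adjusted p-value below 0.1 in edgeR's exactTest. Of these 189 genes, 166 were higher and 23 lower in TICs. All 188 genes of Supplementary Table S1 were identified by their 6 counts, all were among the 189, and their log2 fold changes differed from the listed ones by at most 9.3e-05. The only further gene was ENSMUSG00000086869, with a log2 fold change of 1.22 (standard error 0.37, adjusted p = 0.082). In 163 genes every TIC sample was above every sample of non-CD24+CD90+ tumor cells, in 23 genes every TIC sample was below, and in 3 genes the groups overlapped. In 13 genes the lower group had no count at all. The 5 genes higher in TICs with the smallest p-values were Col1a2, Cilp, Col8a1, Fbn1 and Col14a1. Col1a2 (ENSMUSG00000029661, chromosome 6 of GRCm38, 4504814 to 4541544) reached 2666 ± 241 CPM in TICs and 662 ± 34 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of 2.01 (standard error 0.26, adjusted p = 2.4e-09 from edgeR's exactTest). The 5 genes lower in TICs with the smallest p-values were Prom1, Scand1, ENSMUSG00000029144, Satb1 and Dusp5. Prom1 (ENSMUSG00000029086, chromosome 5 of GRCm38, 43993620 to 44102032) had 32.6 ± 10.4 CPM in TICs and 110.8 ± 23.1 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of −1.77 (standard error 0.40, adjusted p = 0.0062). The number of genes depended on the test. edgeR's quasi-likelihood test called 50 genes at the same threshold and DESeq2 called 305. Taking the replicate number as a block in the quasi-likelihood test left 21 genes. This pairing is taken from the numbering in the paper, and samples with the same number did not deviate together, with a mean r across genes of −0.008 against 0.004 for different numbers. Each sample left out in turn gave between 68 and 314 genes.

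**Figure D1:**
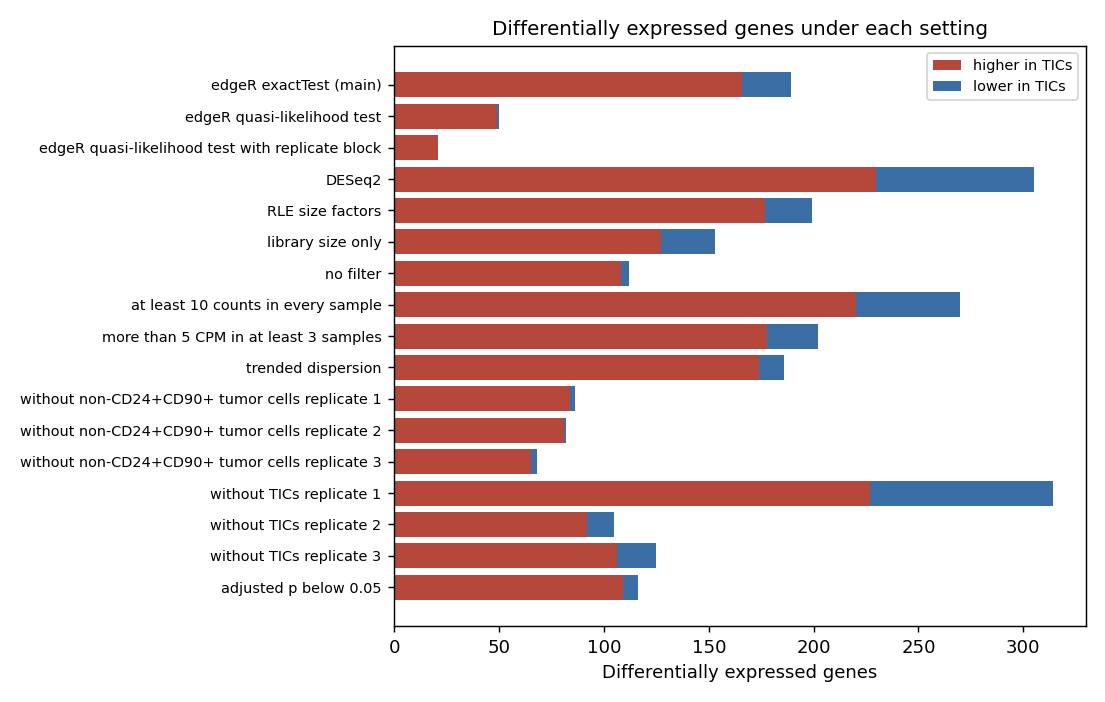
Number of genes with an adjusted p-value below 0.1 (horizontal axis; the last bar uses 0.05) under each setting (vertical axis), with genes higher in TICs in red and lower in TICs in blue. The bars run from 21 genes with the replicate block to 314 genes without TIC replicate 1.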

In detail, the analysis detected 12191 expressed genes, 188 of which were detected as significantly differentially expressed between TICs and non-CD24^+^CD90^+^ tumor cells (a detailed list is given in Supplementary Table S1). 

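Samples were clustered by complete linkage on Euclidean distances. On the scaled expression of the 189 called genes, the first split put the 3 TIC samples on one side and the 3 samples of non-CD24+CD90+ tumor cells on the other. The called genes had been selected for a difference between these groups. On the log2 CPM of all 12192 expressed genes, the first split separated TIC replicate 3 from the other 5 samples. Among the called genes, 122 were above 50 CPM on average, and the smallest log2 fold change in size was 0.89. Of the 189 genes, edgeR's quasi-likelihood test kept 50, the same test with the replicate block 21, and DESeq2 all 189. The fits without a sample kept from 60 to 162 of them, the fewest without replicate 3 of non-CD24+CD90+ tumor cells.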

The heatmap in Figure 3B depicts the scaled mean expression of the 188 differentially expressed genes with a *q*-value < 0.1, yielding a clear clustering between the three replicates of TICs and non-CD24^+^CD90^+^ tumor cells (Figure 3B). A hypergeometric test using Gene Ontology (GO) Terms shows a general gene upregulation in the categories “developmental process”, “epithelial development”, “cell migration” or “regulation of Wnt signaling” in TICs compared to non-CD24^+^CD90^+^ tumor cells. 

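Over all 12192 expressed genes, the Pearson r of log2 CPM between a TIC sample and a sample of non-CD24+CD90+ tumor cells ranged from 0.683 to 0.797, which overlaps the 0.697 to 0.755 between TIC samples. More genes were called between the real groups than between other groupings of the same samples. The real grouping gave 189 genes in edgeR's exactTest, while the other splits of the 6 samples into 3 and 3 gave between 0 and 2. With the quasi-likelihood test the real grouping gave 50 genes and every other split 0. Every other split mixes the groups, so that a true difference between them adds to the spread within its groups and lowers the calls. Its calls are therefore not the number expected without a difference. Under all 9 other tests, normalizations and filters together, 19 of the 189 genes stayed called. The strictest setting was the quasi-likelihood test with the replicate block, with 21 genes. Among the sorting markers, Cd24a had a log2 fold change of −0.34 in TICs (standard error 0.30, adjusted p = 0.98). Thy1, which encodes CD90, had a log2 fold change of 1.25 (standard error 0.50, adjusted p = 0.35), and neither passed the threshold. By the paper's definition, cells positive for a single marker belong to the comparison group, so that both genes can be expressed there. These RNA values therefore do not test whether the sort separated the cells. Ptprc, which encodes CD45, had 33 counts in replicate 1 of non-CD24+CD90+ tumor cells and 0 counts in the other 5 samples. From the differentially expressed genes and the clustering, the paper reasons that TICs and the less tumorigenic cells can be told apart by their transcriptomes.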

TICs and the far less tumorigenic non-CD24^+^CD90^+^ tumor cells of MMTV-PyMT cancers can be distinguished based on their transcriptome profiles and already revealed a specific gene regulation based on their tumorigenic behavior.

**Figure 3:**
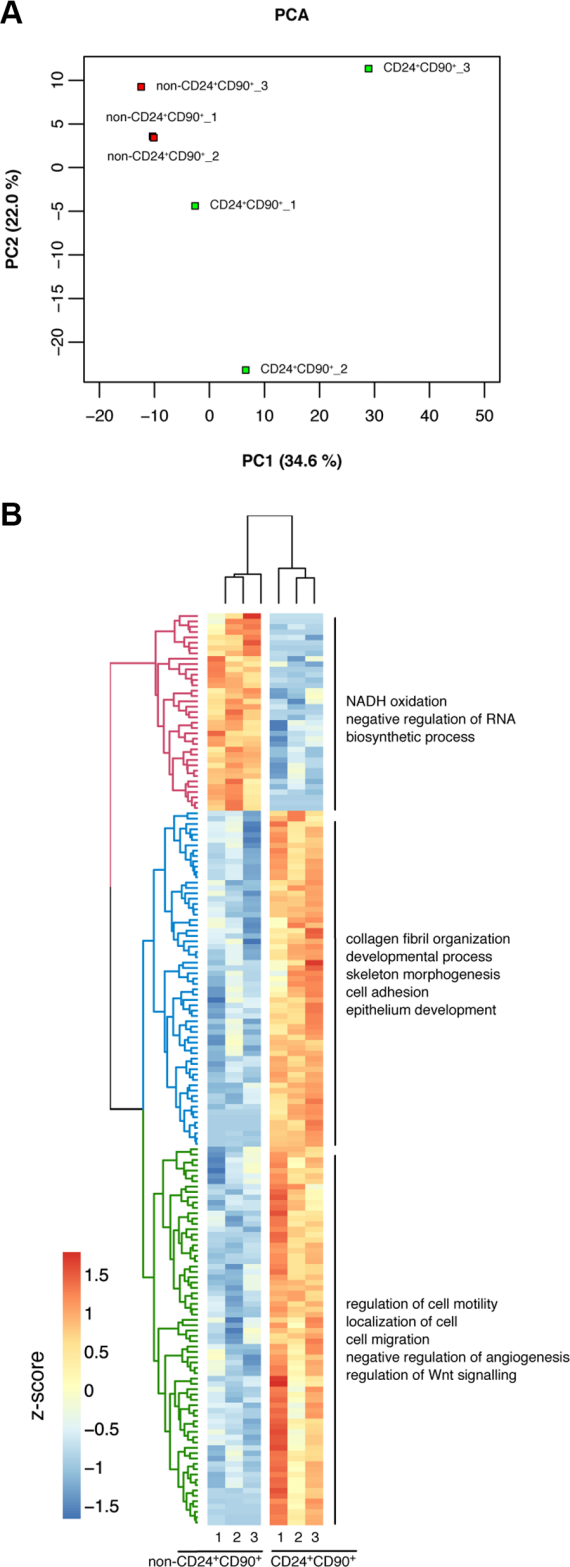
Differential gene regulation in TICs vs non-CD24^+^CD90^+^ tumor cells (**A**) Principle component analysis (PCA) of TICs and non-CD24^+^CD90^+^ tumor cells in triplicates; (**B**) Heatmap of 188 differentially expressed genes in TICs and non-CD24^+^CD90^+^ tumor cells in triplicates. Genes were hierarchically clustered using complete linkage by their Euclidean distance of the scaled and mean centered expression across all samples (z-score). The three main clusters, denoted by color, are additionally annotated by the most representative GO terms based on a hypergeometric test.

### An EMT and proteolysis signature is significantly upregulated in TICs

To gain insight into the molecular pathways operating in TICs, we compared the gene expression using Gene Set Enrichment Analysis (GSEA) (Figure 4A, Supplementary Figures S2 and S3) [27]. 

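Pou5f1, the gene of Oct4, and Sox2 had 0 counts in all 6 samples, at depths where 3 counts correspond to between 0.33 and 0.44 CPM. Many genes predicted at 20 to 60 counts also had no count in a given sample, so that 0 counts in 1 sample do not exclude expression above this floor. Pou5f1 and Sox2 were without counts in every sample. They belong to a list of 11 stem cell factors written down before the counts were opened, of which 8 had no count in any sample and 2 passed the filter. Klf4 was expressed at 386 ± 197 CPM in TICs and 172 ± 36 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of 1.16 (standard error 0.39, adjusted p = 0.15 from edgeR's exactTest). Myc had 3.98 ± 0.93 CPM in TICs and 2.98 ± 0.33 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), and its difference was not detectable (adjusted p = 1). DESeq2 put Klf4 below the threshold with an adjusted p-value of 0.043. In exactTest, leaving out TIC replicate 1 lowered the adjusted p-value of Klf4 to 0.00088. The quasi-likelihood test with the replicate number as a block raised it to 0.55. The paper states that it could not detect typical stem cell factors, and contrasts this with the EMT genes found through Gene Ontology sets.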

Although gene expression analysis of TICs usually focuses on classical stemness signatures, we could not detect any typical stem cell factors (e.g. Oct4, Sox2) in our analysis. Using the mouse Gene Ontology (GO) gene sets, however, upregulation of genes characteristic for epithelial-to-mesenchymal transition (EMT) was observed in TICs compared to non-CD24^+^CD90^+^ tumor cells in accordance with the recently published data by del Pozo et al. [19]. Specifically, the EMT transcription factors Zeb1 (log fold change (logfc) 3.024) and Twist1 (logfc 6.386) were highly upregulated. 

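Zeb1 (ENSMUSG00000024238, chromosome 18 of GRCm38, 5591860 to 5775467) had 38.8 ± 30.4 CPM in TICs and 4.7 ± 2.9 CPM in non-CD24+CD90+ tumor cells (SD, n = 3). Its log2 fold change was 3.02 (standard error 0.83, adjusted p = 0.071 from edgeR's exactTest), and the 181, 633 and 171 counts in TICs were all above the 45, 55 and 10 counts in non-CD24+CD90+ tumor cells. Twist1 (ENSMUSG00000035799, chromosome 12, 33957671 to 33959829) had 11.9 ± 3.4 CPM in TICs and 0.12 ± 0.12 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of 6.39 (standard error 1.67, adjusted p = 0.092). The counts of Twist1 were 95, 136 and 72 in TICs and 1, 2 and 0 in non-CD24+CD90+ tumor cells, so that the size of its fold change rests on a handful of counts in the lower group. Both genes separated the groups completely (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The quasi-likelihood test gave adjusted p-values of 0.25 for Zeb1 and 0.27 for Twist1, while DESeq2 gave 0.017 and 0.0027. Of the 9 other settings that kept all samples, 6 called Zeb1 and 3 called Twist1. Zeb1 moved most without TIC replicate 2 (adjusted p = 0.75), the sample with the most counts, and Twist1 with the replicate block (adjusted p = 0.50). With each sample left out in turn, the log2 fold change stayed between 2.16 and 3.36 for Zeb1 and between 5.88 and 7.08 for Twist1, and Twist1 was called in 0 of these 6 fits. The paper counts the increase in both transcription factors as part of the EMT signature of TICs.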

In addition, the mesenchymal Vimentin (logfc 1.192), several collagens, as well as metastatic niche promoting factors like Periostin (logfc 1.149) and Tenascin (logfc 1.693) were also upregulated in TICs (Supplementary Table S1). 

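Vim reached 388 ± 66 CPM in TICs and 170 ± 44 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of 1.19 (standard error 0.31, adjusted p = 0.020 from edgeR's exactTest). Postn had 612 ± 32 CPM in TICs and 276 ± 36 CPM in non-CD24+CD90+ tumor cells, with a log2 fold change of 1.15 (standard error 0.28, adjusted p = 0.0091). Tnc had 262 ± 51 CPM against 81 ± 40 CPM, with a log2 fold change of 1.69 (standard error 0.39, adjusted p = 0.0064). In all 3 genes every TIC sample was above every sample of non-CD24+CD90+ tumor cells. Among 34 expressed collagen genes, 13 passed the threshold, all of them higher in TICs, with log2 fold changes from 0.97 for Col4a1 to 2.21 for Col8a1. Col1a1 was the most abundant, at 4718 ± 981 CPM in TICs and 1622 ± 223 CPM in non-CD24+CD90+ tumor cells (SD, n = 3). Tested as one set with limma's camera, the collagens were higher in TICs (adjusted p = 3.5e-17 over 16 sets). With the correlation between genes estimated from the data in place of the preset 0.01, the adjusted p-value rose to 0.034. Of the single genes, Vim moved most without replicate 3 of non-CD24+CD90+ tumor cells (adjusted p = 0.27) and Postn without replicate 2 (adjusted p = 0.21), while Tnc was called in all 6 fits that left out a sample and lost significance only in the quasi-likelihood test (adjusted p = 0.12). The quasi-likelihood test kept 9 collagens. With the replicate block, 6 collagens remained. The mean expression of fibroblast marker genes and of pericyte or smooth muscle marker genes was also higher in every TIC sample. RNA from such cells could raise the genes above as well, and the data do not separate this from a change within tumor cells. The paper lists these genes beside the EMT transcription factors as mesenchymal and niche-promoting genes upregulated in TICs.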

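A list of 7 EMT transcription factors was tested as one set with limma's camera. Zeb1 and Twist1 are members, and the list was written knowing that Supplementary Table S1 holds both. The set was higher in TICs (adjusted p = 0.00016 over 8 sets), with a positive log2 fold change in 6 of 7 genes. In an exact permutation of the group labels, 2 of the 10 splits of the samples gave a camera p-value as small for this set, the real one included. Snai2 went the other way, with a log2 fold change of −1.24 (standard error 0.57, adjusted p = 0.54) and lower expression in every TIC sample. A list of 16 luminal epithelial genes was lower in TICs (adjusted p = 0.00016), with a mean log2 fold change of −0.35, and only the real split gave so small a p-value. When the correlation between genes was estimated from the data, both sets lost significance, with an adjusted p-value of 0.14 for each. Neither set separates an EMT within TICs from RNA of stromal cells in the sorted samples. From the upregulated EMT genes, the paper reasons that TICs undergo an EMT process, and it links this to the lung metastases that formed after transplantation.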

These data indicate that MMTV-PyMT TICs undergo an EMT process and support the formation of TIC- derived metastases in the lungs after orthotopic fat pad transplantation of these cells as observed in our study. Although TICs that were cultured on the basement membrane extract Cultrex^TM^ for one week all showed strong E-cadherin staining, some cells presented a mesenchymal phenotype, were less connected and showed development of protrusions (Supplementary Figure S4). This indicates an intermediate EMT state as was recently proposed by del Pozo et al for CD24^+^CD90^+^ TICs. [19] Accordingly, GSEA identified an upregulation of biological processes such as “locomotion and chemotaxis”, and cellular components like “extracellular matrix organization” (Supplementary Figures S2A and S3A).

**Figure 4:**
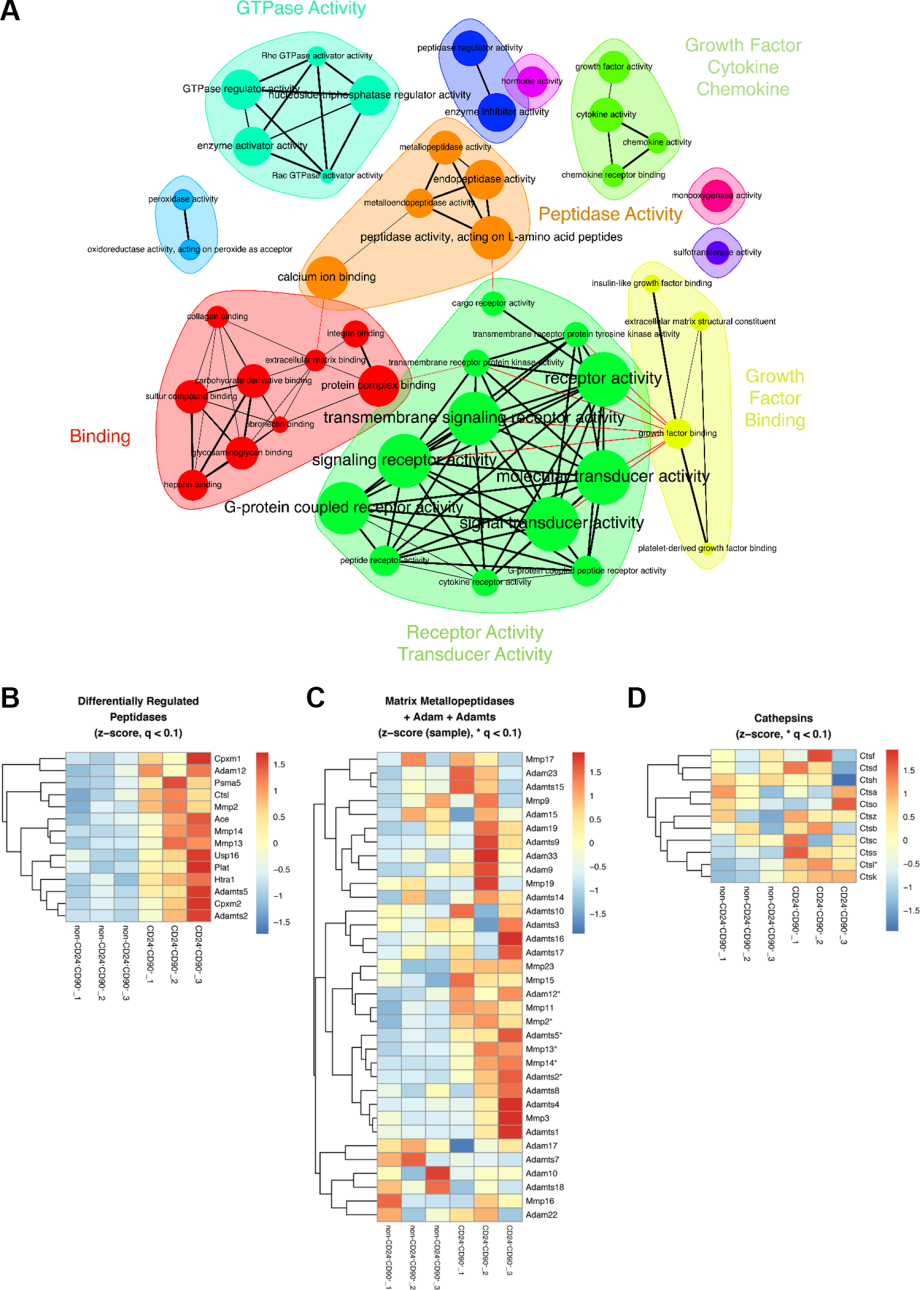
Upregulated gene sets and peptidases in TICs vs non-CD24^+^CD90^+^ tumor cells (**A**) Gene set enrichment analysis (GSEA) of TICs and non-CD24^+^CD90^+^ tumor cells showing upregulated molecular functions in TICs as a network representation. Individual GO Terms are depicted as nodes, which are connected if they share at least 20% of their genes. Node sizes correspond to gene set size; (**B**) Heatmap of significantly upregulated peptidases, *q* < 0.1. Heatmap overview of significantly upregulated peptidases, *q* < 0.1; (**C**) Heatmap of matrix-metallopeptidase (MMP) expression and the disintegrin and metallopeptidase family (ADAMs) expression, and (**D**) Heatmap of cathepsin expression. Significantly upregulated MMPs/ADAMs or cathepsins with *q* < 0.1 are indicated by * in C and D. The heatmaps are clustered row-wise using complete linkage of the respective Euclidean distances.

Furthermore, Figure 4A depicts a network representation of GO gene sets belonging to “molecular function” that are significantly enriched in TICs compared to non-CD24^+^CD90^+^ tumor cells (*q*-value < 0.05). Among the enriched gene sets are “GTPase activity”, “Growth factor binding” and “Receptor/Transducer activity”, which corroborate the colony-forming potential of the TIC population. 

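The Gene Ontology sets used by the paper were not analysed here, and protease families defined by gene symbol were tested with limma's camera in their place. The families were written down after reading Figure 4 and Supplementary Table S1 and before the counts were opened. Of 281 expressed proteases, 160 had a positive log2 fold change in TICs, which is 56.9% against 49.7% of all expressed genes. The set of all proteases did not pass an adjusted p-value of 0.05 (adjusted p = 0.15 over 16 sets). The families differed in their median log2 fold change, which was 1.03 for 11 MMPs, 1.20 for 9 ADAMs and 1.26 for 14 ADAMTSs. These 3 families were higher in TICs, with adjusted p-values of 2.4e-06, 0.042 and 0.0032. The median was −0.14 for 67 deubiquitinases and −0.03 for 38 proteasome subunits, with adjusted p-values of 0.24 and 0.95. The lowest median was −0.52, for 9 aspartic proteases (adjusted p = 0.16 from camera). It was 0.10 for 12 carboxypeptidases and 0.36 for 44 serine proteases, with adjusted p-values of 0.14 and 0.16. Every other choice left the set of all proteases on the same side of the threshold. The test on log2 CPM values moved it most, to an adjusted p-value of 0.30, and the filter of at least 10 counts in every sample brought it closest, to 0.086. The paper reads the protease gene sets enriched in its own GSEA as a signature of protease upregulation in TICs.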

Strikingly, there was a clear signature for upregulation of protease/peptidase genes in TICs (Figure 4A, shown in orange). More detailed analysis revealed a significant differential upregulation of several proteases, including matrix-metalloproteinases (MMPs), a-disintegrin-and-metalloproteinases (ADAMs), carboxypeptidases, serine and cysteine proteases, a proteasome subunit, and deubiquitinating enzymes (Figure 4B). 

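Of 281 expressed proteases, 14 had an adjusted p-value below 0.1 in edgeR's exactTest and were higher in TICs, and they are the 14 peptidases of Figure 4B. The list holds Mmp2, Mmp13, Mmp14, Adam12, Adamts2 and Adamts5, the carboxypeptidases Ace, Cpxm1 and Cpxm2, the serine proteases Htra1 and Plat, the cysteine protease Ctsl, the proteasome subunit Psma5 and the deubiquitinating enzyme Usp16. Their log2 fold changes ranged from 1.03 for Ctsl to 2.85 for Mmp13, and their adjusted p-values reached 0.0998 for Ctsl. In every one of the 14 genes all TIC samples were above all samples of non-CD24+CD90+ tumor cells (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Plat (ENSMUSG00000031538, chromosome 8 of GRCm38, 22757727 to 22782844) had 117 ± 46 CPM in TICs and 34 ± 13 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of 1.78 (standard error 0.43, adjusted p = 0.012). Usp16 had 60.2 ± 26.1 CPM against 10.7 ± 10.1 CPM, a log2 fold change of 2.49 (standard error 0.69, adjusted p = 0.065). Psma5 had 98.7 ± 22.6 CPM against 40.6 ± 8.6 CPM, a log2 fold change of 1.28 (standard error 0.39, adjusted p = 0.094). The test changed the count most. The quasi-likelihood test called 2 proteases, Adamts2 and Mmp14, and with the replicate block it called 0. DESeq2 called 15 proteases higher in TICs. The filter of at least 10 counts in every sample gave 17, library size only gave 9 and no filter gave 8. Without one sample the number lay between 4 and 18, and Adamts2 was the only protease called in all 6 of these fits. From the list of genes, the paper concludes that several classes of proteases are upregulated in TICs.

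**Figure D2:**
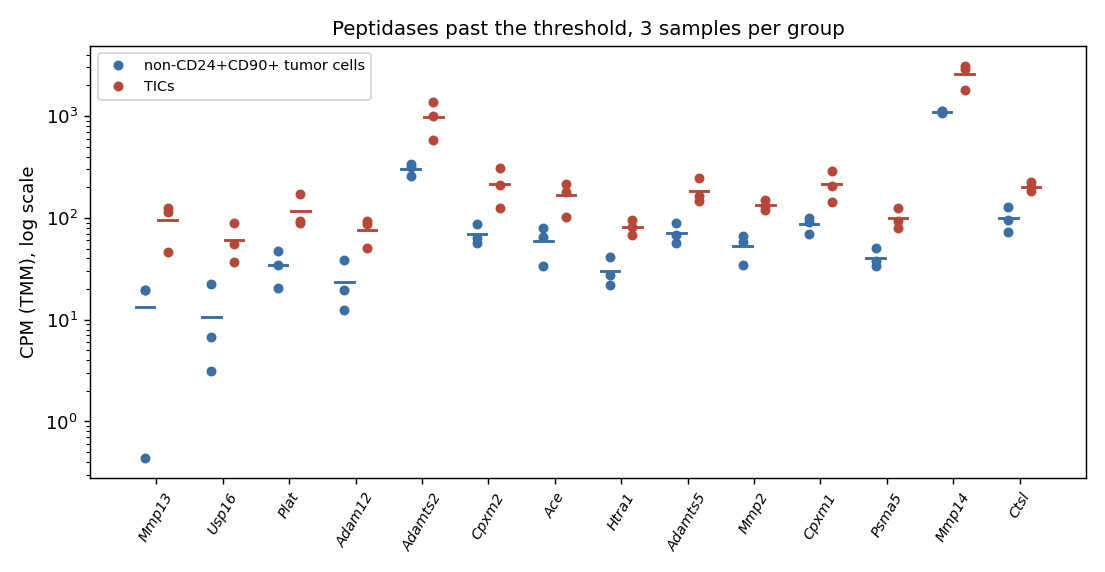
CPM (TMM-normalized, log scale) of the 14 peptidases in the 3 samples of non-CD24+CD90+ tumor cells (blue) and the 3 samples of TICs (red), ordered by log2 fold change; each point is a sample and each line a group mean. All TIC samples lie above all other samples for each gene, and Mmp14 is the most abundant, at 2606 CPM in TICs.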

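Of the 281 expressed proteases, 121 had a negative log2 fold change in TICs and 0 of them passed the threshold of edgeR's exactTest. In 19 proteases every TIC sample was below every sample of non-CD24+CD90+ tumor cells, and in 30 proteases every TIC sample was above. The smallest adjusted p-value of a protease lower in TICs was 0.22. DESeq2 called 1 protease lower in TICs, and the fit without TIC replicate 1 called 2. The paper sets this absence against the proteases that were higher in TICs.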

In contrast, there was no upregulation of any protease in non-CD24^+^CD90^+^ tumor cells. Consistent with these results, MMPs and ADAMs are known to be extensively involved in cleaving the extracellular matrix, thereby contributing to cancer invasion and metastasis [28, 29]. Several MMPs and ADAMs were significantly upregulated including Mmp2, Mmp13 and Mmp14, as well as Adam12, Adamts2, and Adamts5 in TICs (Figure 4C). 

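All 34 MMP, ADAM and ADAMTS genes of Figure 4C were expressed, and 29 of them had a positive log2 fold change in TICs. The 6 genes past the threshold had log2 fold changes from 1.25 to 2.85. Mmp14 (ENSMUSG00000000957, chromosome 14 of GRCm38, 54431612 to 54445364) was the most abundant, with 2606 ± 701 CPM in TICs and 1099 ± 25 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a log2 fold change of 1.25 (standard error 0.29, adjusted p = 0.0064 from edgeR's exactTest). Mmp2 (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) had 133 ± 14 CPM in TICs and 53 ± 17 CPM in non-CD24+CD90+ tumor cells, a log2 fold change of 1.33 (standard error 0.36, adjusted p = 0.041). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) had 95 ± 43 CPM against 13 ± 11 CPM, a log2 fold change of 2.85 (standard error 0.79, adjusted p = 0.077), and its counts in non-CD24+CD90+ tumor cells were 3, 171 and 138. Adamts2 had the smallest p-value of the family, with 987 ± 397 CPM against 305 ± 43 CPM, a log2 fold change of 1.69 (standard error 0.33, adjusted p = 0.00057). Adamts5 reached 185 ± 54 CPM against 71 ± 16 CPM (log2 fold change 1.38, adjusted p = 0.013), and Adam12 reached 77 ± 23 CPM against 23 ± 13 CPM (log2 fold change 1.71, adjusted p = 0.092). As one set, the 34 genes were higher in TICs (adjusted p = 7.0e-08 from limma's camera), and this adjusted p-value rose most, to 0.049, when the correlation between genes was estimated from the data. In the quasi-likelihood test Mmp14 (adjusted p = 0.073) and Adamts2 (adjusted p = 0.054) stayed below 0.1, while Mmp2 (0.17), Mmp13 (0.28), Adamts5 (0.13) and Adam12 (0.27) did not. The paper puts the upregulation of these genes beside the known role of MMPs and ADAMs in cleaving the extracellular matrix.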

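Of 11 expressed cathepsins, 9 had a positive log2 fold change in TICs and 1 passed the threshold. Ctsl (ENSMUSG00000021477, chromosome 13 of GRCm38, 64359337 to 64370890) had 202 ± 21 CPM in TICs and 99 ± 28 CPM in non-CD24+CD90+ tumor cells (SD, n = 3). Its log2 fold change was 1.03 (standard error 0.32), and its adjusted p-value of 0.0998 in edgeR's exactTest lay just below the threshold. All 3 TIC samples, with 1826, 1919 and 1385 counts, were above the 501, 839 and 900 counts of the other group (exact permutation test, p = 0.1, the smallest possible). Ctsk and Ctss also separated the groups, with log2 fold changes of 2.25 and 1.05, but their adjusted p-values were 0.44 for both. Ctsb was more abundant, with 608 ± 241 CPM in TICs and 489 ± 206 CPM in non-CD24+CD90+ tumor cells (SD, n = 3), a difference smaller than the spread between samples. The 11 cathepsins as one set had an adjusted p-value of 0.063 in limma's camera. Leaving out any one sample raised the adjusted p-value of Ctsl above 0.1, most of all without replicate 1 of non-CD24+CD90+ tumor cells, where it was 0.58. The paper singles out Ctsl because it was the cathepsin past its threshold.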

Cathepsins are another group of proteases involved in tumor progression [30] and, interestingly, Cathepsin L (Ctsl) was significantly upregulated in TICs (Figure 4D).

### MMTV-PyMT TICs possess high extra- and intracellular proteolytic activity and highly express transmembrane Mmp14 on their cell surface

Because of the transcriptional upregulation of proteases in TICs, the proteolytic capacity of those cells was analyzed. Please note that non-CD24^+^CD90^+^ tumor cells showed extremely low frequency of colony formation (Figure 1D). Therefore, non-CD24^+^CD90^+^ tumor cells could not be investigated in the subsequent experiments. Freshly sorted TICs were seeded into 3D cell culture assays consisting of Cultrex^TM^ matrix supplemented with 4% DQ-collagen IV^TM^ [31]. TIC- derived proteases cleaved the DQ-collagen IV^TM^ intracellularly so that a previously quenched fluorescence signal could be detected after 24 h of colony formation (Figure 5A). The TIC colonies increased in size for up to two weeks in culture. Thereafter, the colonies started to form mesenchymal protrusions characterized by extensive extracellular proteolytic activity, again indicating a shift towards a more mesenchymal phenotype (Figure 5A, bottom panel). FACS analysis after five weeks showed increased uptake and intracellular degradation of DQ-collagen IV^TM^ by TICs, indicating proteolysis by endosomal/lysosomal proteases such as cysteine cathepsins (Figure 5B) [32, 33]. To address this further, we performed a biochemical measurement of general cysteine cathepsin enzyme activity in TICs and non-CD24^+^CD90^+^ tumor cells. Strikingly, TICs had a higher substrate turnover (14 pmol/min per 10^6^ cells) compared to the less tumorigenic cells (8 pmol/min per 10^6^ cells) (Figure 5C). To validate the high gene expression of transmembrane protease Mmp14 in TICs compared to non-CD24^+^CD90^+^ tumor cells, as observed in the gene expression analysis (Figure 4C and 4D), its abundance at the cell surface was analyzed by analytical flow cytometry. In line with the mRNA studies this analysis revealed a higher geometric mean value, thus a higher abundance, for Mmp14 at the surface of TICs compared to non-CD24^+^CD90^+^ tumor cells (Figure 5D and 5E). In conclusion, high extra- and intracellular proteolytic activity as well as high expression of transmembrane Mmp14 are hallmarks of CD24^+^CD90^+^ TICs in the MMTV-PyMT breast cancer model.

**Figure 5:**
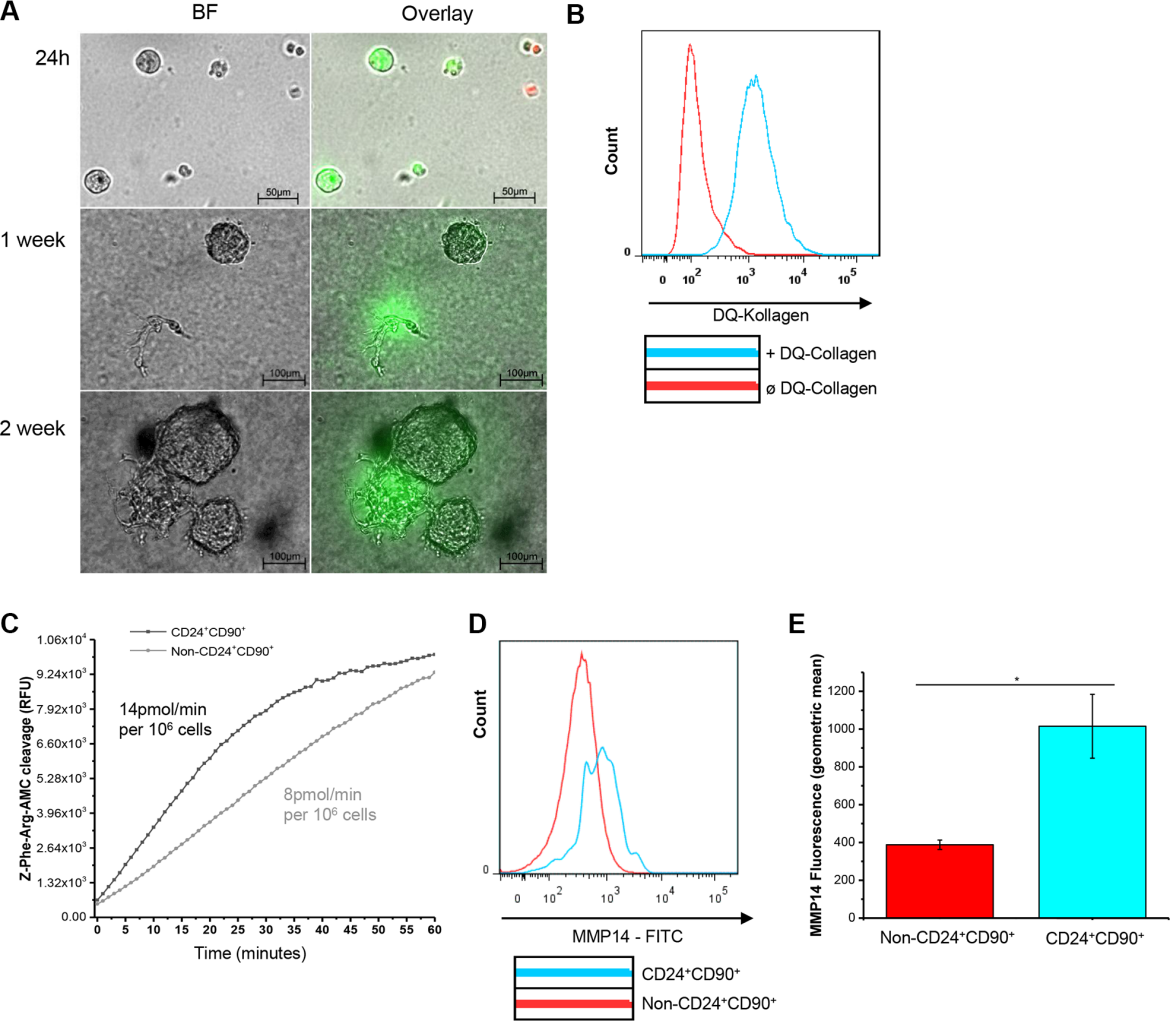
Proteolytic activity of TICs (**A**) DQ-collagen IV^TM^ proteolysis by TICs grown in Clutrex^TM^ for 24 h, one week and two weeks, resp., BF: bright field, green fluorescence: DQ collagen cleavage intracellularly and extracellularly, red fluorescence: PI staining; (**B**) FACS analysis of DQ-collagen IV^TM^ uptake by TICs grown in Clutrex^TM^ for 5 weeks; (**C**) Proteolytic activity of cysteine cathepsins in TICs and non-CD24^+^CD90^+^ tumor cells (both lysates) measured by the conversion of Z-Phe-Arg-AMC, in RFU, velocity was measured over the first 20 minutes; (**D**) Cell surface analysis of transmembrane Mmp14 expression on TICs and non-CD24^+^CD90^+^ tumor cells by flow cytometric analysis; (**E**) Geometric mean of Mmp14 fluorescence of TICs and non-CD24^+^CD90^+^ tumor cells ‘surface. * indicates a significance of *p* < 0.01.

### Protease inhibitors influence TIC behavior and proteolytic activity

To investigate whether protease activity plays a functional role in TICs, several broad range protease inhibitors were applied and anchorage independent growth of TICs was monitored. Some protease inhibitors influenced the morphology of the colonies. While the aspartic protease inhibitors Pepstatin and Bestatin did not affect colony morphology, the cysteine protease inhibitors E64d and Leupeptin, the serine protease inhibitor AEBSF, the proteasome inhibitor Lactacystin and the metalloprotease inhibitor TAPI-O all forced TICs to form loosely connected aggregates instead of compact colonies (Figure 6A and 6B). While control treatment resulted in only 19.6% loose colonies, the amount of loose colonies was shifted to 58.7% by E64d, 61.3% by Leupeptin, 63.6% by AEBSF, 50% by TAPI-O, and 52.2% by Lactacystin treatment (Figure 6B). Colony forming efficiency was greatly reduced by all protease inhibitors except E64d. Lactacystin, Bestatin, and TAPI-O had a great influence on the reduction in colony numbers (Figure 6C), indicating a role in colony formation and tumor growth functions for the proteasome, aminopeptidases, and metalloproteases. Importantly, subsequent analysis of cell death by flow cytometric detection of annexin V binding / propidium iodide (PI) uptake revealed that most of the inhibitors only impaired colony formation but did not result in dead cells. Only TAPI-O treated colonies showed a slight increase in apoptotic and dead cells (Figure 6D). In a second round of colony formation, TICs were able to regrow colonies, although smaller, even in the presence of protease inhibitors E64d, Pepstatin, and TAPI-O. Only Lactacystin and Leupeptin treatment reduced and inhibited, respectively, a second round of colony formation in TICs (Figure 6E and 6F), indicating that the proteasome as well as serine and cysteine proteases are of great importance for the growth abilities of those TIC derived colonies.

**Figure 6:**
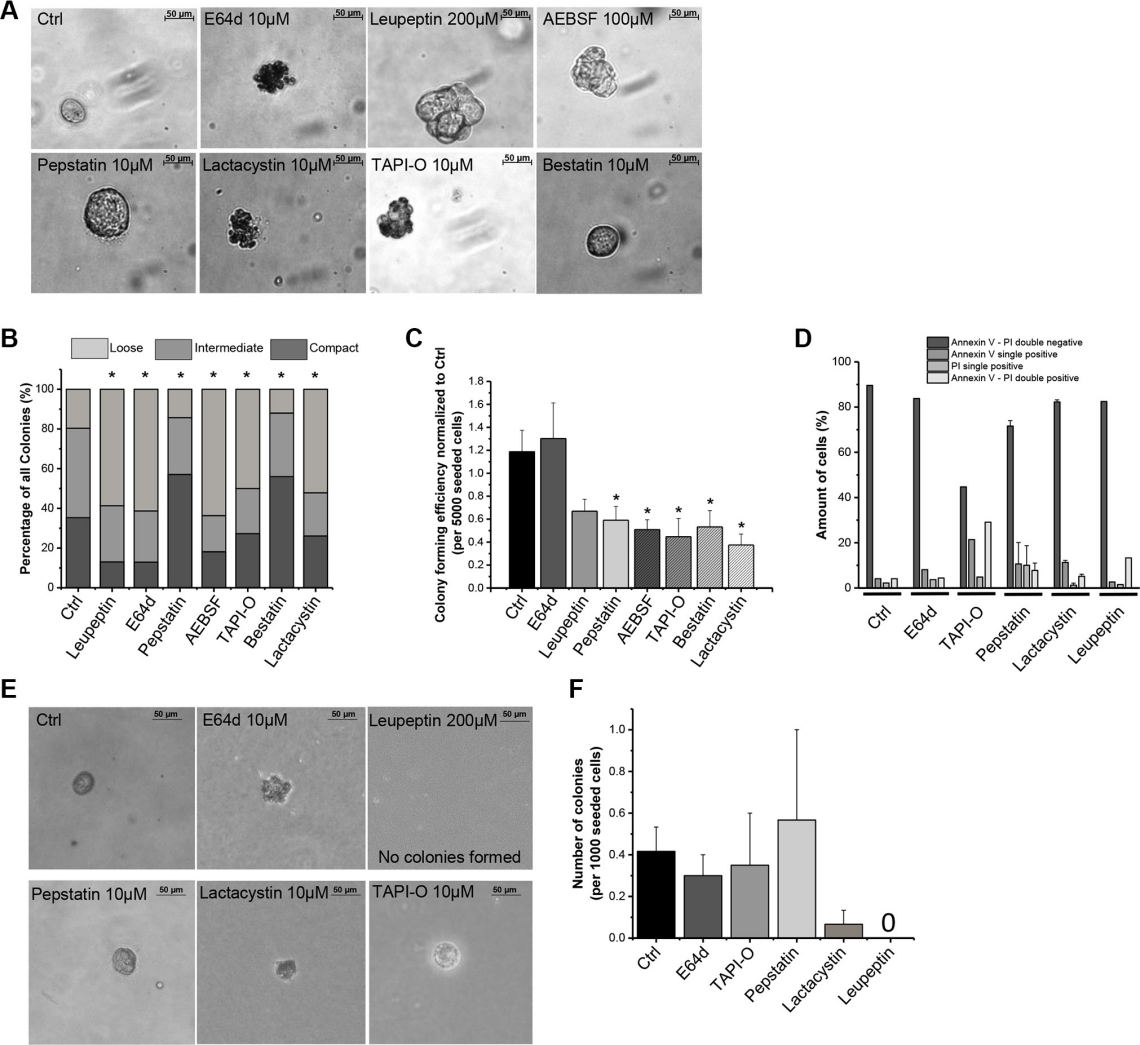
Influence of protease inhibitors on TIC properties (**A**) Morphological changes of TIC-derived colonies upon treatment with broad range protease inhibitors in soft agar (*n* = 3–6); (**B**) Influence of broad range protease inhibitors on morphology of TIC-derived colonies grouped into loose, intermediate and compact colonies; (**C**) Influence of a broad range of protease inhibitors on colony forming efficiency in soft agar of TIC-derived colonies (*n* = 3–6); (**D**) Annexin V – PI analysis of TICs after colony formation assay with broad range protease inhibitors; (**E**) TIC-derived colonies after 4 weeks of secondary colony formation assay; (**F**) Numbers of TIC-derived colonies after 4 weeks of secondary colony formation assay per 1000 seeded cells. Protease inhibitors: E64d, cysteine Cathepsins; Leupeptin, serine, cysteine proteases; Pepstatin, aspartic proteases; AEBSF, serine proteases; TAPI-O, MMPs; Bestatin, aminopeptidases, leukotriene and hydrolases; Lactacystin, proteasome.

We subsequently tested whether extracellular proteolysis can be reduced upon treatment with protease inhibitors. Therefore, E64d, TAPI-O, and Pepstatin were added to TICs in the 3D DQ-collagen IV^TM^ assay. TAPI-O and Pepstatin greatly reduced cleavage of the quenched collagen resulting in decreased fluorescence signal. E64d did not result in such strong inhibition of DQ-collagen IV^TM^ cleavage (Figure 7A).

**Figure 7:**
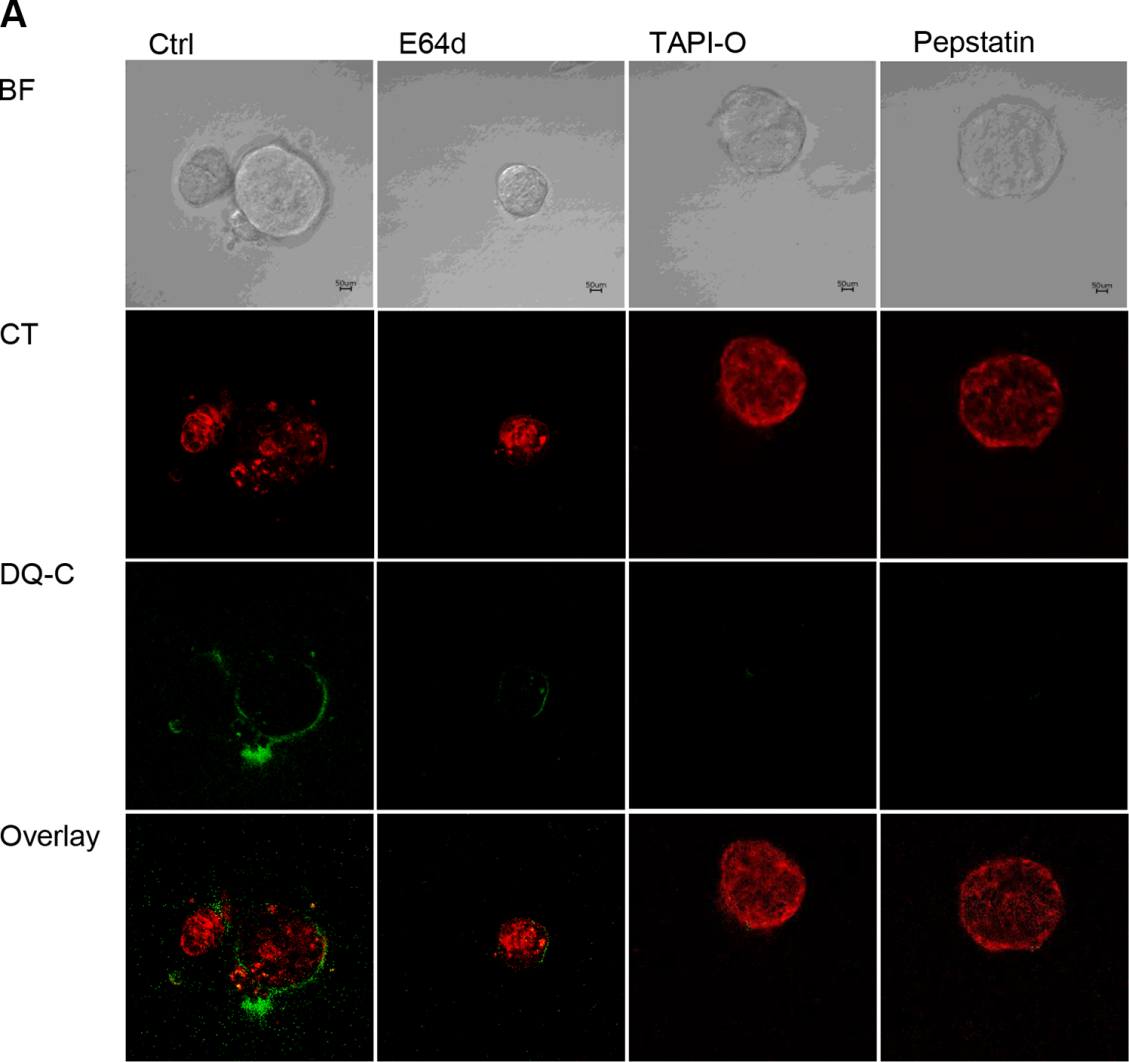
Influence of protease inhibitors on TIC dependent collagen cleavage (**A**) DQ-collagen IV^TM^ assay of TICs in presence of protease inhibitors E64d, TAPI-O and Pepstatin, BF, bright field; red fluorescence, cell tracker red; green fluorescence, DQ-collagen IV^TM^ degradation extracellularly; overlay. Protease inhibitors: E64d, cysteine Cathepsins; Pepstatin, aspartic proteases; TAPI-O, MMPs.

These results demonstrate that protease activity is affecting the cancer cell mass initiation of TICs by influencing colony growth and morphology. Further we conclude that the main contributors to extracellular proteolysis of murine breast cancer TICs are metalloproteases, such as Mmp14, Mmp2, and Mmp13 along with aspartic proteases, because treatment with TAPI-O and Pepstatin strongly reduced DQ-collagen cleavage.

## DISCUSSION

In this study we demonstrate that CD24^+^CD90^+^CD45^−^ cancer cells of the MMTV- PyMT breast cancer model possess high tumorigenicity in clonogenic *in vitro* assays as well as *in vivo* upon transfer of only 100 cells into the mammary fat pad of immunodeficient mice. These findings support that CD24^+^CD90^+^CD45^−^ cells are a *bona fide* TIC population. This is in line with previous findings in the MMTV-Wnt 1 breast cancer model [15]. The markers used in this study have been shown to enrich normal mouse mammary stem cells, especially CD24 [34, 35]. CD90 is a hematopoietic stem cell marker that has been shown to label a subset of CD24^+^ cancer stem cells [36, 37]. This resemblance supports these markers to identify TICs also in breast cancer.

The fact that marker sets for TIC populations in cancers differ suggest that there are specific marker combinations for every murine breast cancer model and subtype of human mammary carcinomas. The p53-null mammary tumor model possesses a cell population positive for CD24 and CD29 (Lin^−^CD24^H^CD29^H^) that is tumorigenic and recapitulates the primary tumor [38]. A marker set including CD24^+^CD29^+^CD61^+^ identifies yet another group of TICs in this model. TICs of the MMTV-Wnt1 mouse model with the same marker profile generated tumors upon orthotopic injection of only a few cells [14]. However, it is important to determine the tumor- and metastasis- initiating capabilities of the various marker-defined TIC populations in order to identify molecular patterns enabling the pro-malignant actions of those cells.

Gene expression analysis of TICs focuses primarily on stem cell factors and EMT signatures [4, 15, 39]. When characteristic stem cell signatures, including stem cell markers and self-renewal genes, were searched for in our transcriptome profiles of MMTV-PyMT TICs, they were not detected nor found to be differentially regulated. However, concordant with the recently published data by del Pozo et al. an upregulated EMT signature was found [19]. These data indicate that MMTV-PyMT TICs undergo an EMT process with intermediate stages, which could be due to heterogeneous sub-populations within CD24^+^CD90^+^ cells and has been proposed recently also for human breast cancer TICs [26, 32–34]. Importantly, in our study the CD24^+^CD90^+^ TICs implanted into mammary glands were able to form macrometastases in lungs, therefore supporting the concept of EMT-generated metastatic cancer stem cells / TICs [12, 19, 40].

A functional proteolytic network is known to drive cancer progression at all tumor stages [1, 20, 21]. Strikingly, our study demonstrates that TICs are characterized by a significantly upregulated proteolytic signature compared to the non-CD24^+^CD90^+^ tumor cells of this model. Significantly upregulated proteases include members of the MMP family, ADAM and ADAMTS family, as well as cathepsin L (Ctsl). Proteases have long been known to be involved in extracellular matrix (ECM) degradation, as well as in the liberation of intact cytokines, chemokines, and growth factors from the ECM. Thus, proteases promote proliferation, cell differentiation, and cell detachment, as well as EMT and angiogenesis in physiological and cancer settings [42–45].

High gene expression and protein levels of MMPs are associated with advanced tumor grade, risk of metastasis, and tumor recurrence [46]. In the MMTV-PyMT mouse model Mmp14 is required for efficient tumor dissemination [47]. Furthermore, Mmp2, Mmp9, and Mmp13 become upregulated in MMTV-PyMT tumors and are also involved in tumor growth and metastasis [48, 49]. Supporting these findings, a significant upregulation of Mmp2, 13, and 14 via RNA-seq analysis of MMTV-PyMT TICs was identified in this study. In addition a higher cell surface abundance of Mmp14 on TICs compared to non-CD24^+^CD90^+^ cells was observed. Further, a CD90^+^ pool of cells able to initiate tumor and metastasis in esophageal cancer as well as CD24^+^CD90^+^ mesenchymal initiating cells (MICs) also show an upregulation of Mmp 2, 9, 13 and 14 [19, 50]. Inhibition of those MMPs reduced colony formation as well as collagen degradation *in vitro*. Due to their important role in cancer, attempts to design synthetic and natural inhibitors for MMPs were successfully established in preclinical trials, but not beyond phase II at later stages of the disease [42, 51]. However, one should consider MMPs specifically as a target in the TIC population to reduce tumor promoting and possibly metastatic abilities of these cells, as was shown *in vitro* by TAPI-O inhibition.

A further group of metalloproteinases, the ADAMs and ADAMs with a thrombospondin motif (ADAMTS), are highly expressed at the invasive fronts of tumors and correlate with poor prognosis [52, 53]. Due to their sheddase activity cleaving off transmembrane proteins, including EGF-receptor ligands, Fibroblast growth factor receptor, CD44, E-cadherin, N-cadherin, Notch, L1, and TNF-α, they regulate paracrine and autocrine signaling pathways involved in tumor growth and progression [52, 54–56]. ADAMTS1, as well as ADAMTS8 and 15, all promote tumor growth and metastasis in the MMTV-PyMT model, and predict survival of human basal breast cancer [57, 58]. We complement those findings by the detection of Adam12, Adamts2 and Adamts5 as being significantly upregulated in MMTV-PyMT TICs. Due to increasing evidence for tumor-promoting functions of various ADAMs and ADAMTS in multiple cancer entities, therapeutically targeting this group of proteases has to come into focus [52].

Like the other two groups of proteases, lysosomal cysteine cathepsins (Cts) correlate with poor clinical outcomes in several cancers [59, 60]. Instead of acting in the lysosome as their normal cellular compartment, they can be secreted to function in distinct extracellular roles in the tumor microenvironment [21, 61, 62]. Upregulated or highly active Cts in human cancers and tumor mouse models include Cts B, C, D, H, L, S, and X/Z [63–65]. In the MMTV-PyMT mouse model overexpression of human Cathepsin B and Cathepsin L promoted migration and invasion of cancer cells as well as metastasis formation [66, 67]. In this study, high expression of Ctsl in TICs has been observed and found to influence TIC behavior and possibly TIC metastasis to the lungs.

The small population of TICs that is obtained from the MMTV-PyMT mouse model (between 3000 and 10000 TICs per mouse) makes it difficult to investigate the upregulated proteases by standard cell biological methods. Nevertheless we were able to show collagen cleavage abilities which can be influenced by protease inhibitors, high cathepsin B/L activity by cleavage of their specific substrate Z-Phe-Arg-AMC, and Mmp14 surface abundance in TICs. The establishment of a TIC line derived from primary isolated TICs could help to uncover the specific roles of the involved proteases in more detail.

In summary, we show that CD24^+^CD90^+^CD45^−^ TICs possess a proteolytic gene signature and high proteolytic activity. When treated with a broad range of protease inhibitors, anchorage independent growth of TICs was reduced and their morphology was influenced. Due to the upregulation of several protease families in TICs it is necessary to closely investigate their individual functions and target not only one specific protease, but rather several proteases that work together in a proteolytic network [20, 68]. Our results suggest proteolysis to be considered as a novel characteristic of TICs in which proteases should not be considered as oncogenes initiating tumor growth but rather promote tumor growth through enabling micro-motility of TICs through the ECM [69].

## MATERIALS AND METHODS

### Animal model

FVB/N-TgN(MMTVPyVT)634Mul/J [70] mice were used as a model for invasive metastasizing breast cancer. Lymphocyte deficient Rag2^−/−^ γc^−/−^ female mice [71, 72] were used for orthotopic transplantations. The maintenance of the animals as well as the orthotopic transplantation experiments were performed in accordance to the German law for animal protection (Tierschutzgesetz) as published on May 18^th^ 2006.

### Tumor harvest and single cell suspension

Tumors were harvested from 12 or 14 week old MMTV-PyMT female mice. After mechanical disruption, tumor pieces were enzymatically digested with 0.25 mg/ml DNAse I, 6 mg/ml Collagenase IV, and 1 mg/ml Hyaluronidase I (all Sigma, St. Louis, MO, USA) for 1 h at 37°C. After digestion, samples were filtered twice with 100/70 μm cell strainers (BD, Franklin Lakes, NJ, USA). Afterwards, erythrocytes were lysed (0.15 M NH4Cl, 1 mM KHCO3 and 0.1 M EDTA). Cells were resuspended in PBS, counted and used for either FACS sorting or cell culture experiments.

### Cell staining and FACS sorting/analysis

Cells were resuspended in FACS buffer (PBS, 2% FCS and 5 mM EDTA) and stained at a concentration of 1 × 10^4^ cells/μl. After blocking of unspecific antibody binding with CD16/32 (BD Pharmingen, Franklin Lakes, NJ, USA), specific antibodies were added at appropriate dilutions (CD24PE, clone M1/69, BD Pharmingen; CD90PE-Cy5, clone HIS51, eBioscience, San Diego, CA; CD45PE-Cy7, clone 30-F11, eBioscience) for 30 min on ice in the dark, followed by addition of 4′,6-Diamidin-2-phenylindol (DAPI). Stained cells were then washed and resuspended in 200-1000 μl FACS buffer. For Mmp14 staining, cells were first incubated with the primary antibody, anti-Mmp14, clone EP1264Y, and subsequently with the secondary antibody goat-anti rabbit FITC, both Abcam, Cambridge, UK, at appropriate dilutions.

Sorting and analysis of cells was performed using a FACSAriaIII or Fortessa flow-cytometer, with Diva (BD Bioscience, Franklin Lakes, NJ, USA) and FlowJo (FlowJo, LLC, Ashland, OR, USA) software. Forward and side scatter profiles, depletion of DAPI positive, as well as CD45 positive cells were used as selection criteria. Cells that were either positive for both CD24 and CD90 or negative for either or both markers were analyzed for Mmp14 cell surface expression, and collected.

### Orthotopic transplantation

Either sorted CD24^+^CD90^+^ or non-CD24^+^CD90^+^ tumor cells at dilutions of 100, 1000 or 4000 cells were resuspended in 25 μl PBS and mixed with an equal amount of Cultrex^TM^ (Trevigen, Gaithersburg, MD, USA). The cell/Cultrex^TM^ mixture was then transferred into the fat pad of the fourth mammary gland via a 5 mm lateral incision. Tumor growth was monitored by palpation twice a week for 5 months in total, followed by tumor harvest when about 1 cm^3^, and further analysis.

### Histology and Immunohistology

Isolated tumors and lungs were fixed in 4% paraformaldehyde and paraffin-embedded. 5 μm sections were obtained, stained with Hematoxylin/Eosin (both Sigma), as well as Ecadherin (BD Pharmingen), and Ki67 (Santa Cruz, Heidelberg, Germany). Detection of primary antibody was performed using the Vectastain Elite ABC kit (Vector Laboratories, Burlingham, USA), followed by 3,3-diaminobenzidine (DAB) incubation. Slides were analyzed by light microscopy (Zeiss, Oberkochen, Germany).

### Colony formation assay

Up to 5000 sorted TICs, non-CD24^+^CD90^+^ tumor cells or whole tumor cells subjected to live/death sorting, resuspended in a top agar of 0.7% noble agar (Sigma) and DMEM supplemented with 20% fetal calf serum (FCS) (PAN, Aidenbach, Germany), 2% penicillin/streptomycin (P/S) and 4 mM L-glutamine (both Gibco/Invitrogen, Waltham, MA, USA), were seeded onto a base agar of 1% per well. After solidification of the agar, DMEM containing 10% FCS, 1% P/S and 2 mM L-glutamine was added. Cells were either treated with culture medium with or without either DMSO or protease inhibitors E64d (10 μM, Bachem, Weil am Rhein, Germany), Leupeptin (200 μM, Fluka- Sigma), 4-(2-Aminoethyl) benzensulfonylfluorid (AEBSF) (100 μM, Sigma), Pepstatin (10 μM, Sigma), Lactacystin (10 μM, EnzoLifeScience, Lausen, Switzerland), TAPI-O (10 μM, EnzoLifeScience) or Bestatin (10 μM, Gbioscience, St Lousi, MO, USA) every second day. The culture was kept at 37°C for 4 weeks. A 2^nd^ CFA was performed, after isolating the colonies from agar and preparing a single cell suspension, the same way. Cell numbers seeded in a 2^nd^ CFA varied depending on the amount that was obtained from the first CFA.

### Annexin V – propidium iodide flow cytometric analysis

Colonies from the CFA were isolated from soft agar via dilution in warm PBS and centrifugation. Single cells were obtained via incubation with Accutase, Merck Millipore, Billerica, MA, USA, for 15 minutes at 37°C, subsequently washed in PBS and resuspended in 1x- Annexin V binding buffer. Cells were incubated for 15 minutes with Annexin V-FITC, Santa Cruz Biotechnology, Dallas, TX, USA, (0.1–1μg). Shortly before FACS analysis, propidium iodide was added at appropriate dilutions and samples were analyzed on a FACS Calibur, BD.

### Immunofluorescence

Freshly sorted TICs we seeded onto a thin layer of Cultrex^™^ (Trevigen) / DMEM containing 10% FCS, 1% P/S and 2 mM L-glutamine, in a 1:1 mix, and cultured for one week at 37°C. TICs were then fixed with 4% formaldehyde for 30 min, made permeable with 0.2% Triton X-100 for 7 min at room temperature (RT), and fixed with ice cold Acetone for 4 min at −20°C. Subsequently, TICs were blocked by BSA for 30 min at RT and the primary E-cadherin antibody (BD Bioscience, clone 36) was applied at appropriate dilutions overnight at 4°C. After washing, the secondary antibody anti-mouse Alexa fluor 546 (Life technologies) was applied for 1 h at RT. Nuclei of cells were stained with Hoechst dye for 5 min at RT.

### Transcriptome analysis by RNA-seq

RNA was isolated from TICs or non-CD24^+^CD90^+^ tumor cells using the Absolutely RNA Nanoprep Kit (Agilent, Basel, Switzerland). Its quality was assessed on an Agilent Bioanalyzer 2100 (Agilent). Samples (120 ng RNA) were subject to RNA-seq in triplicate, each using a pool from 4 cell sorts for either TICs or non-CD24^+^CD90^+^ tumor cells. RNA-seq was done by Eurofins MWG operon service by sequencing libraries on an Illumina HiSeq 2000 instrument (Eurofins, Munich, Germany). Raw sequence reads were first subjected to trimming using Trimmomatic [73] (version 0.32), where adapter sequences and low quality bases were removed. Afterwards, reads were aligned to the GRCm38 mouse genome using the STAR [74] alignment algorithm (version 2.4.0). Alignment post-processing included the creation of bam-files, sorting of reads and the removal of non-uniquely mapped reads from further analysis and was carried out using samtools [75] (version 1.1). Read-counts per gene were calculated with HTSeq [76] and subsequently loaded into the statistical computation environment R [77]. For the analysis of the count-data we used the edgeR package [78] as proposed by Anders et al. [79]. First, weak intensity features were removed by thresholding the counts per million reads (cpm) value. Differential gene expression was assessed using the *exactTest* method of edgeR and resulting *p*-values were corrected for multiple testing using the method of Benjamini and Hochberg [80]. The sequence data has been deposited at Gene Expression Omnibus (GEO) under the ID GSE75946.

### Enzyme activity assay

Cells were lysed in 100 mM sodium acetate, 1 mM EDTA, 0.05% Brij, and 1 mM DTT and mechanically disrupted using a 22 gauge-needle (Braun, Melsungen, Germany). The fluoropeptid Z-Phe-Arg-7-Amino-4-methylcoumarin (AMC) (Bachem) was added to the samples of 37°C (0.5 nM). Its release was measured every minute for 60 minutes at excitation and emission wavelengths of 360 and 460 nm, respectively. Enzyme activity was normalized to cell number.

### 3D cell culture and DQ collagen assay

TICs or CD24^+^CD90^+^ normal mammary gland cells were suspended in culture medium (150 μl/well), mixed with an equal volume of Cultrex^TM^ and seeded onto low adhesion 24 well plate or 8 well Ibidi plate (Ibidi, Martinsried, Germany). For imaging of proteolytic activity, DQ-collagen IV^TM^ (LifeTechnologies, Carlsbad, CA, USA; λ_em_ = 488 nm) was added and the well coated prior to seeding. After solidification (1 h at 37°C), culture medium was added on top. Depending on the experiment, culture medium contained protease inhibitors as previously mentioned. Cultures were kept under hypoxic conditions (3% O2, 5% CO_2_, 92% N_2_, 37°C).

### Data presentation and statistical analysis

Quantitative data are presented as mean ± S.E.M. Statistics was performed by *t-test* for two group-comparisons, Log-Rank test for testing for equality of groups or Chi Square test (software OriginPro 8.6; OriginLab Corporation, Northampton, MA, USA). Limiting dilution frequencies were calculated with L-Calc^TM^ software (Stemcell Technologies, Vancouver, Canada).

## SUPPLEMENTARY MATERIALS FIGURES

# Supplementary material for: Proteolysis-a characteristic of tumor-initiating cells in murine metastatic breast cancer
**Source:** Oncotarget. 2016 Aug 16;7(36):58244–60. doi: 10.18632/oncotarget.11309
**Supplement:** Supplementary file 1

## Proteolysis – a characteristic of tumor-initiating cells in murine metastatic breast cancer

### Supplementary Materials

#### A Sample 1 Non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells

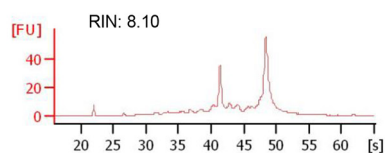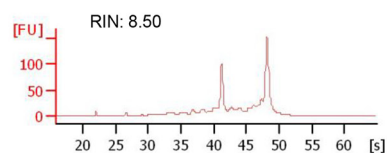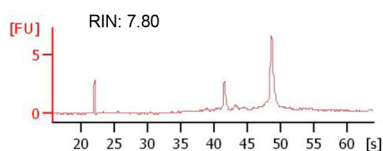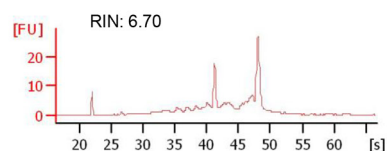

#### Sample 2 Non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells

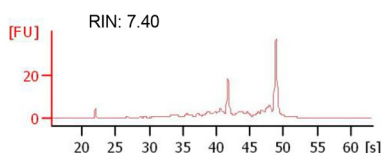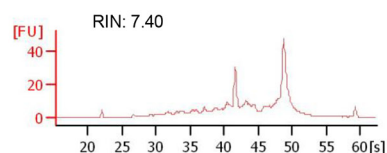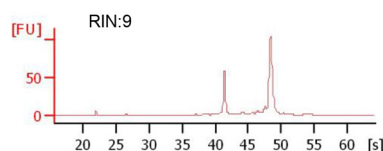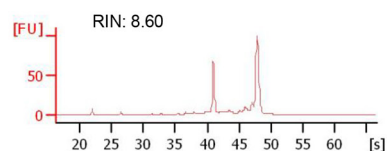

#### Sample 3 non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells

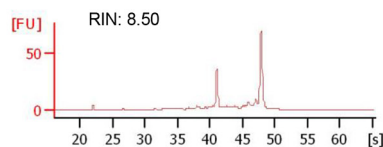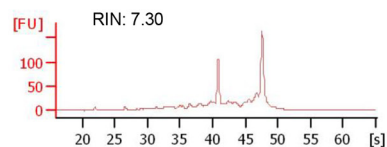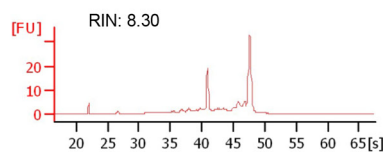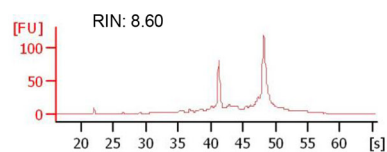

**B** Sample 4 CD24<sup>+</sup>CD90<sup>+</sup> TICs

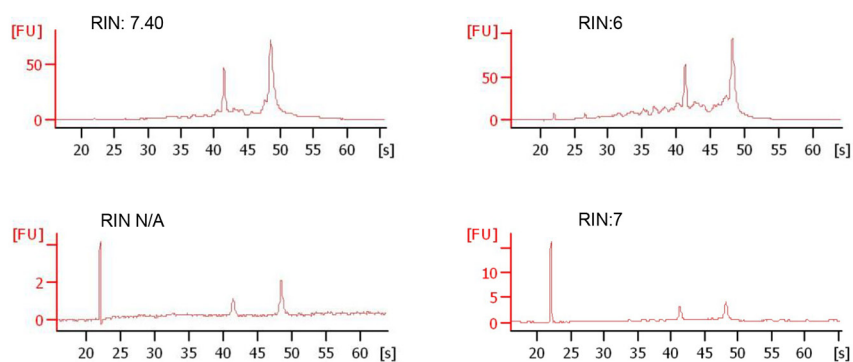

Sample 5 CD24<sup>+</sup>CD90<sup>+</sup> TICs

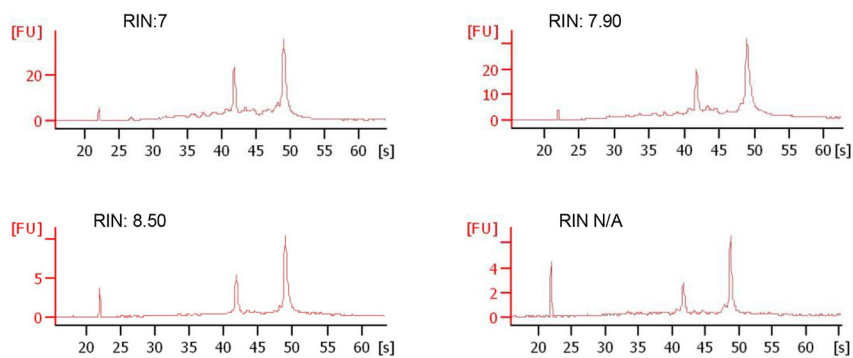

Sample 6 CD24<sup>+</sup>CD90<sup>+</sup> TICs

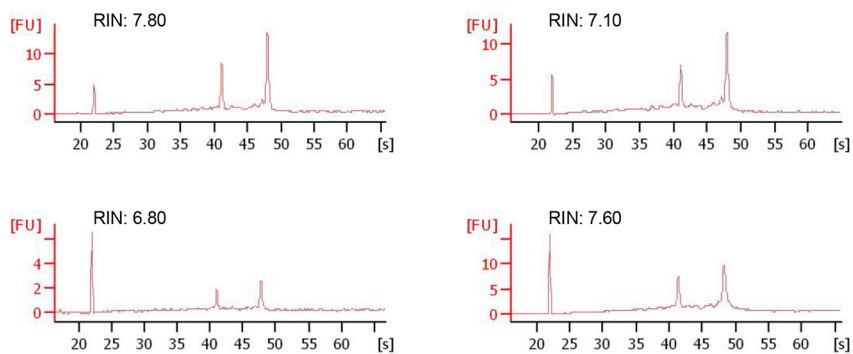

**Supplementary Figure S1: RNA quality control of TICs and non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cell samples.** (A) Analysis of RNA Integrity Number (RIN) for RNA quality control of non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells; and (B) TICs from four different sortings per triplicate sample, resulting in a total of 12 mice. A RIN of 6 was considered for inclusion in RNA-seq analysis.

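The RNA Integrity Number is computed by the Bioanalyzer from the electrophoretic trace of the RNA and falls as the ribosomal RNA is degraded. Each of the 6 sequenced samples pooled the RNA of 4 cell sorts, and the supplementary figure gives the number sort by sort. The counts cannot be traced back to single sorts, because the sorts of a sample share a library.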

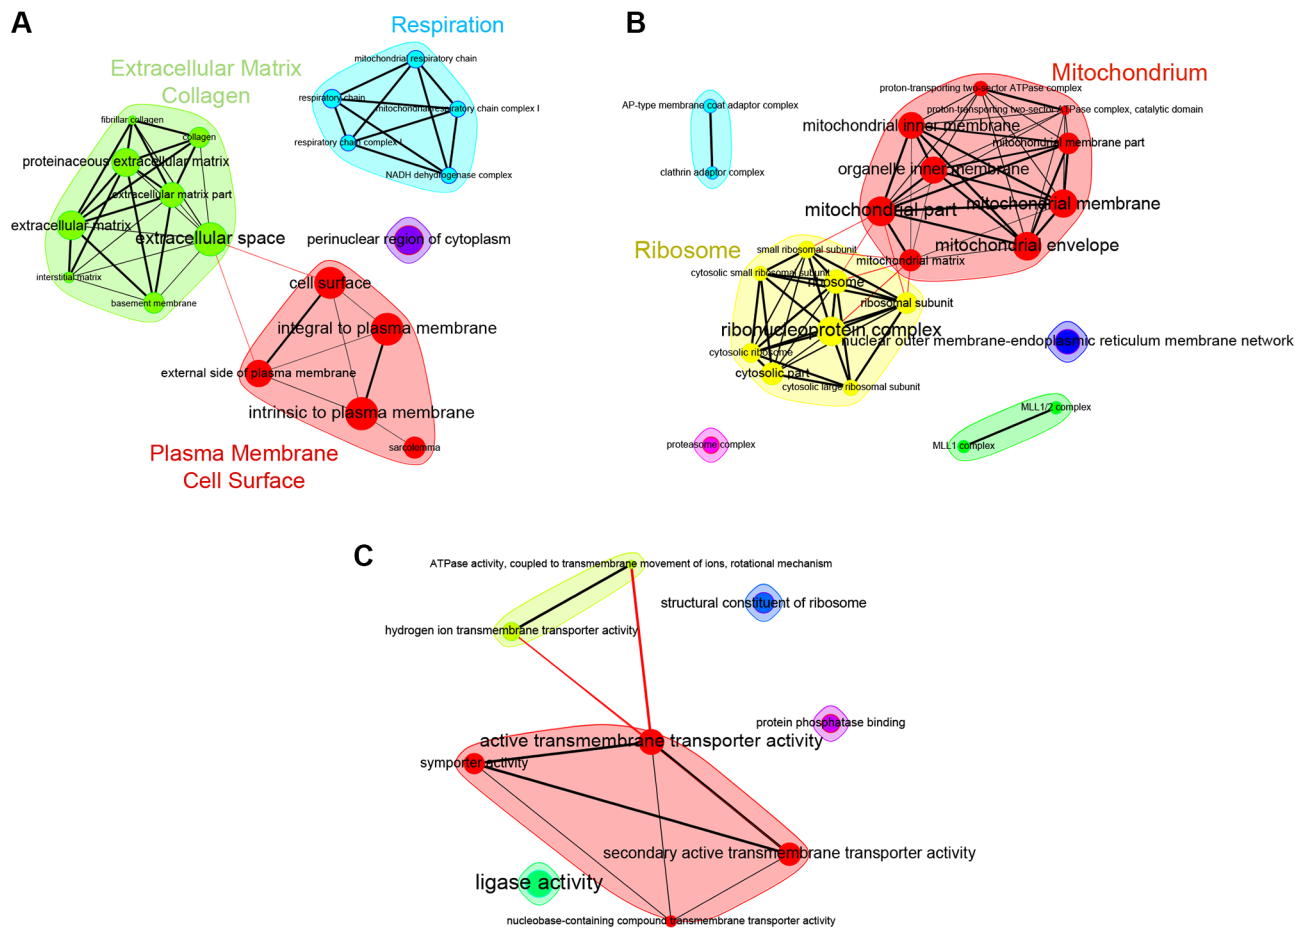

**Supplementary Figure S3: Over- and underrepresented gene sets in TICs vs non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells.** Gene set enrichment analysis of the RNA-seq gene expression data was performed using GSEA. Displayed are gene sets, which obtained a  $q$ -value  $< 0.05$ . Overlapping gene sets were connected by an edge if they share at least 70% of their genes. Related gene sets were grouped in colored areas. Shown are up- (A); and downregulated (B) cellular components of TICs; as well as downregulated molecular processes in TICs (C).

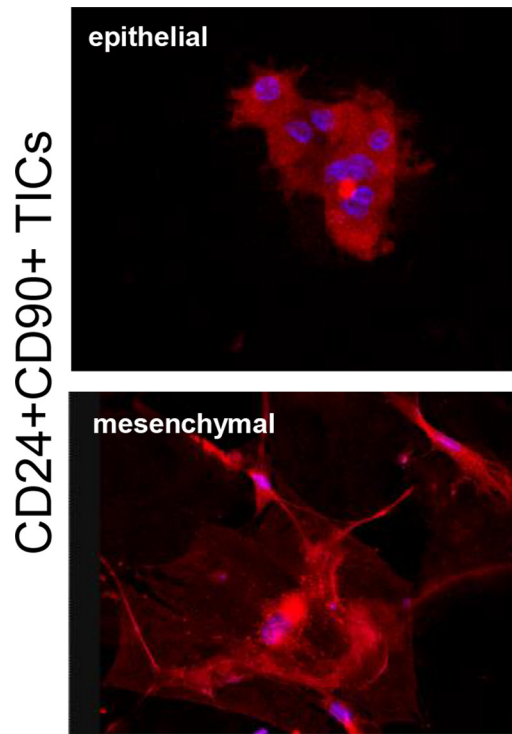

**Supplementary Figure S4: CD24<sup>+</sup>CD90<sup>+</sup> TICs show intermediate stages of EMT.** TICs cultured for one week on Cultrex™ show strong E-cadherin staining (red; nuclei blue). However, cells show two types of morphologies: One group of cells is more epithelial and closely connected, while another group of cells developed protrusions and are less connected, indicating a more mesenchymal phenotype.

**Supplementary Table S1: List of differentially expressed genes between TICs and non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells.** 188 genes significantly differentially expressed in TICs compared to non-CD24<sup>+</sup>CD90<sup>+</sup> tumor cells with a *p*-value < 0.01. 

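Supplementary Table S1 lists for each gene the log2 fold change, the p-value, the adjusted p-value and the 6 raw counts. Each of its 188 rows carries the counts of exactly 1 gene of the files. In the table, 165 genes are higher and 23 lower in TICs. Its p-values run from 1.9e-13 to 0.0015 and its adjusted p-values reach 0.0997, the latter being the values to which the text of the paper applies its threshold. With more than 1 CPM in at least 3 samples, TMM normalization and edgeR's exactTest, the same 188 genes and 1 more had an adjusted p-value below 0.1. The quasi-likelihood test left 50 of the 189 genes below it.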

See Supplementary\_Table\_S1

How the deposited data were processed for this re-analysis (not part of the article)

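RNA-seq was analysed from 6 samples, 3 of TICs and 3 of non-CD24+CD90+ tumor cells, each a pool of 4 cell sorts from MMTV-PyMT tumors. The authors trimmed the reads, aligned them to GRCm38 with STAR, removed reads that were not uniquely mapped and counted the rest with HTSeq, and they deposited the raw counts per Ensembl gene without normalization. Total counts per sample ranged from 6781239 to 8450038 for non-CD24+CD90+ tumor cells and from 8114933 to 9100552 for TICs. At these depths 3 counts correspond to 0.33 to 0.44 CPM, a floor that follows from depth alone. Genes for which the other samples of the group predicted 20 to 60 counts had no count in 19.1% to 39.7% of cases per sample. A single sample can therefore miss genes well above this floor.

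From the counts on, the steps were as follows. Genes with more than 1 CPM in at least 3 samples were kept, which left 12192 genes. The paper states that a CPM threshold was applied but not its value. Normalization factors were computed by TMM in edgeR version 4.0.16 under R version 4.3.3. Common and tagwise dispersions were estimated, the groups were compared with exactTest as in the paper's methods, and p-values were adjusted by the method of Benjamini and Hochberg over all expressed genes, with a threshold of 0.1. The common dispersion was 0.678, a biological coefficient of variation of 0.82. Standard errors of log2 fold changes were derived from the negative binomial fit with the tagwise dispersions. CPM values are TMM-normalized. Principal components were computed from log2 CPM with a prior count of 2. Gene sets were tested with camera of limma version 3.58.1 with an inter-gene correlation of 0.01 and a threshold of 0.05 on the adjusted p-value, over 16 sets of proteases and collagens and over 8 sets of cell type and EMT genes. Sets with fewer than 3 expressed genes were not tested.

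Gene symbols and coordinates came from GENCODE release M21 on GRCm38. The authors' annotation release is not stated. Of 41388 genes, 40254 had a symbol, and the others held 0.17% of all counts. The genes named in the text are those the paper names for its RNA-seq data, the genes of the sorting markers, Oct4 and Sox2, Prom1, and the 5 genes with the smallest p-values in each direction among called genes whose groups did not overlap. Members of the gene lists tested as sets were named only where the paper's statement is about them. The lists of proteases were written after reading Figure 4 and Supplementary Table S1 and before the counts were opened, so that their match with the paper's list is no independent result. The lists of cell type genes were chosen at the same time to hold no gene of Supplementary Table S1.

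The alternatives were the quasi-likelihood test of edgeR, the same test with the replicate number as a block, DESeq2 version 1.42.0, RLE size factors, library size alone, other filters, trended dispersions, an adjusted p-value below 0.05, other inputs of the principal component analysis, other forms of camera, and each sample left out in turn. They were fixed before the counts were opened. The scripts were tested on simulated counts in which 200 genes were changed 4-fold, drawn with the tagwise dispersions of the data. exactTest recovered 81.5% of them and 21.6% of its calls were false at a nominal 10%. The quasi-likelihood test recovered 82.5%, with 12.2% of its calls false. In a second simulation with smaller dispersions, 14.2% of the calls of exactTest and 7.4% of those of the quasi-likelihood test were false. The changed genes were taken only from the more abundant genes. In the first simulation exactTest called 208 genes and the quasi-likelihood test 188, a far smaller gap than in the data. These shares may therefore not carry over to the data. The hypergeometric tests and the GSEA of the paper were left out, because the Gene Ontology sets were not available. Experiments without sequencing counts, such as colony formation, flow cytometry and enzyme activity, were not analysed here.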

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

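There were 3 lists of genes that the paper does not discuss and that were jointly higher in TICs. The lists were written before the counts were opened, with Supplementary Table S1 at hand, and hold none of its genes. The 11 expressed fibroblast genes had a mean log2 fold change of 0.98 (positive in 11 of 11 genes, adjusted p = 2.0e-05 from limma's camera over 8 sets). The 15 endothelial genes had a mean of 1.32 (positive in 15 of 15, adjusted p = 9.0e-07), and the 10 pericyte or smooth muscle genes a mean of 1.20 (positive in 9 of 10, adjusted p = 0.00016). With the correlation between genes estimated from the data, the adjusted p-values were 0.14, 0.18 and 0.12, so that these results rest on the preset correlation of 0.01. The camera p-values were also computed for all 10 splits of the samples into 3 and 3, a check added after the results had been seen. For the endothelial genes 3 of the 10 splits gave a value as small, down to 2.7e-09 in a split that mixed the groups, so that this list varies between samples as much as between groups. For the fibroblast genes and for the pericyte or smooth muscle genes it was only the real split, 1 of 10, which is the smallest share this exact permutation allows. For the fibroblast genes a split that mixed the groups came close, with a camera p-value of 8.1e-06 against 4.9e-06. For the pericyte or smooth muscle genes the smallest value of the other splits was 0.0055, against 7.7e-05. Each list kept an adjusted p-value below 0.05 when any one sample was left out.

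The mean log2 CPM of the endothelial genes was 3.53, 3.78 and 3.50 in replicates 1 to 3 of non-CD24+CD90+ tumor cells and 4.00, 4.90 and 6.11 in TICs. The fibroblast genes had 4.67, 4.68 and 5.03 against 5.32, 6.04 and 5.90, and the pericyte or smooth muscle genes had 3.44, 2.80 and 2.47 against 3.92, 4.56 and 4.42. The luminal epithelial genes had 6.76, 6.82 and 7.08 against 6.55, 6.28 and 5.73. In each of these lists all TICs were on one side of all non-CD24+CD90+ tumor cells. TIC replicate 3, the sample farthest out on the first principal component, had the highest endothelial and the lowest luminal epithelial mean.

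A candidate explanation is RNA from other cells in the sorted TICs, since CD90 is also found on cells outside the epithelium. If so, marker genes of such cells that are absent from Supplementary Table S1 would be jointly higher in TICs. By the camera p-value this was the case for fibroblasts (p = 4.9e-06; share of splits as small in the exact permutation 0.1), endothelial cells (p = 1.1e-07; share 0.3) and pericytes or smooth muscle (p = 7.7e-05; share 0.1). It was not the case for Schwann cells (p = 0.60, with 2 of 8 genes positive; exact permutation share 0.7) or macrophages (p = 0.56, with 3 of 8 genes positive; share 0.9). T cells and adipocytes could not be tested, with 0 and 1 of their marker genes expressed. The alternative that the design gives is a change of state within TICs, such as the EMT that the paper describes, which could also raise mesenchymal genes. The luminal epithelial genes were lower in TICs (camera p = 9.9e-05; exact permutation share 0.1), which both explanations predict. No test in these data separates a mixture with stromal cells from a change of state.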

How the results depend on the processing

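The number of expressed genes stayed within 1.5 times of 12192 under every filter tried, from 8700 to 13304. The order of the groups on the first principal component and the camera results for the collagens, for the MMPs, ADAMs and ADAMTSs of Figure 4C and for all proteases kept their direction and their side of the threshold in every setting. RLE size factors changed no headline count by more than 1.5 times.

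The counts of differentially expressed genes depended most on the test. The main fit called 189 genes, 166 higher and 23 lower in TICs, and 14 proteases, all higher. edgeR's quasi-likelihood test called 50 genes, 49 higher and 1 lower, and 2 proteases. It takes the uncertainty of each gene's dispersion into account, which exactTest does not. On counts simulated with the dispersions of the data, its share of false calls was 12.2% against 21.6%. With smaller simulated dispersions it was 7.4% against 14.2%. With the replicate block the quasi-likelihood test called 21 genes, 21 higher and 0 lower, and 0 proteases. The block costs 2 degrees of freedom, and samples with the same number did not deviate together. DESeq2 called 305 genes, 75 of them lower in TICs, and 1 protease lower. Without a filter, 112 genes were called, 108 higher and 4 lower, with 8 proteases, since the adjustment then covers many genes with few counts. Requiring at least 10 counts in every sample gave 50 genes lower in TICs, and trended dispersions gave 12. Library size only gave 9 proteases. At an adjusted p-value below 0.05 there were 116 genes, 109 higher and 7 lower, and 8 proteases. With one sample left out, the number of genes ranged from 68 to 314, the genes higher in TICs from 65 to 227, the genes lower from 1 to 87, the proteases higher from 4 to 18 and the proteases lower from 0 to 2. Leaving out TIC replicate 1 raised the number of genes and leaving out any other sample lowered it. The share of the first principal component ranged from 33.2% to 39.7% and that of the second from 23.0% to 27.2% in these fits, as fewer samples share the variance among fewer components. The camera p-value of the cathepsins ranged from 0.0077 to 0.096, and without TIC replicate 3 their adjusted p-value fell below 0.05.

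The log2 fold changes that changed sign belong to genes of Figures 4C and 4D that did not pass the threshold in the main fit, where their log2 fold changes were at most 0.50 in size. With the replicate block, it was −1.47 for Mmp19, −1.06 for Adamts3, −0.22 for Adam22, −0.088 for Ctsf and −1.0 for Ctso. With library size only, it was −0.066 for Adamts3, −0.023 for Mmp16 and −0.0094 for Ctso. In DESeq2, it was 0.016 for Ctsa. With RLE size factors, it was 0.016 for Ctsa. With at least 10 counts in every sample, it was 0.025 for Ctsa. With more than 5 CPM in at least 3 samples, it was 0.014 for Ctsa. Across the 6 fits that each left out one sample, it ranged from −0.39 to 2.97 for Mmp17, from −1.79 to 1.35 for Mmp9, from −0.38 to 0.059 for Adam15, from −5.86 to 1.49 for Mmp19, from −0.045 to 0.86 for Adamts10, from −0.78 to 0.60 for Adamts3, from −0.69 to 0.31 for Adam10, from −0.26 to 0.67 for Mmp16, from −0.26 to 1.54 for Adam22, from −0.56 to 0.46 for Ctsf, from −0.052 to 0.30 for Ctsd, from −0.25 to 0.24 for Ctsa, from −1.76 to 0.72 for Ctso and from −0.10 to 0.37 for Ctsc. The direction of 3 gene sets without a significant result also changed, for basal or myoepithelial genes on log2 CPM values (camera p-value 0.67), and in fits without a sample for the basal genes (camera p-values from 0.11 to 0.90), the Schwann cell genes (from 0.38 to 0.96) and the macrophage genes (from 0.16 to 0.94). Among the other rows for single genes and marker sets, 190 were weaker and 17 stronger, and 1133 kept their direction and their side of the threshold. The values in those 1133 rows could still move. The log2 fold change of Thy1, for example, went from 1.25 to 0.65 without TIC replicate 2.

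With 3 samples per group and a biological coefficient of variation of 0.82, the data can resolve large differences only. Low counts limit genes such as Twist1, with at most 2 counts per sample in non-CD24+CD90+ tumor cells.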

Differences from the paper's values

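Not every value that the paper states for its RNA-seq data was equal in the main fit. The first principal component held 31.0% of the variance against 34.6% in the paper, and the second 22.7% against 22.0%. There were 12192 expressed genes against 12191, and 189 called genes against 188. The log2 fold changes of Supplementary Table S1 differed by at most 9.3e-05. The paper states that characteristic stem cell markers were neither detected nor differentially regulated. Prom1, which encodes the stem cell marker CD133 and is listed in Supplementary Table S1, was lower in TICs with a log2 fold change of −1.77 (standard error 0.40, adjusted p = 0.0062). Klf4, a stem cell factor, was detected at 386 CPM in TICs and 172 CPM in non-CD24+CD90+ tumor cells, although its difference did not pass the threshold of edgeR's exactTest (adjusted p = 0.15). The paper describes a signature of protease upregulation from Gene Ontology sets. The 281 expressed proteases taken as one set by symbol had an adjusted p-value of 0.15 in limma's camera, while the MMPs, ADAMs and ADAMTSs of Figure 4C had 7.0e-08. The set by symbol holds 67 deubiquitinases and 38 proteasome subunits, with median log2 fold changes of −0.14 and −0.03. As both the sets and the test differ from the paper's GSEA, these values do not contradict it.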

Other observations

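The choices of test, alternatives and gene lists were made before the counts were opened. The predictions on the distance between samples and on genes without counts were written after an exploratory fit had shown the correlations between samples and the dispersion, except where stated.

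How far other groupings of the 6 samples give results as large was counted over all 10 splits into 3 and 3. For each of the following, 1 of the 10 splits, the real one, gave a result as large, namely the number of differentially expressed genes (189), of genes higher (166) and lower (23) in TICs and of proteases higher in TICs (14), and the camera p-values of all proteases, of the genes of Figure 4C, of the cathepsins and of the collagens. With 10 splits the share cannot fall below 0.1 whatever the data, so that by this share alone the results cannot be told apart from a grouping by chance. That is a limit of 3 samples against 3, fixed before the splits were counted, and not a finding. The other splits gave between 0 and 2 differentially expressed genes in exactTest and 0 in the quasi-likelihood test, against 189 and 50 in the real grouping. As these splits mix the groups, a true difference would itself lower their calls, and they do not give the number expected without a difference. Genes with no count in one group and at least 10 counts in every sample of the other numbered 37 in the real grouping and as many in one that mixed the groups, so that 2 of the 10 splits tied for the largest number. The difference in mean distance between samples was not largest in the real grouping, and 3 of the 10 splits, the real one included, gave a difference as large.

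Technical explanations for the excess of genes higher in TICs (166 against 23) were tested. Across expressed genes, the log2 fold change had a Spearman rho of 0.0055 with exon length and of −0.052 with GC content, and 99.5% of these genes had both values. With every sample thinned to 6781239 counts, a median of 162 genes was called higher in TICs over 5 draws. Without the 10 most abundant genes, 168 were called higher. Only these numbers were compared, not which genes were called. None of these results points to length, GC content, depth or a few abundant genes as the source of the excess. RNA from other cells remains open. The fibroblast genes had a camera p-value of 4.9e-06, but a split that mixed the groups gave 8.1e-06. With the correlation between genes estimated from the data, their adjusted p-value in camera was 0.14. As no test here separates such RNA from a change of state, the excess cannot be called biological from these data.

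Many genes had no count in one sample and many in the other samples of its group. Among genes for which the other samples of the group predicted between 20 and 60 counts, the share without any count was 23.2%, 19.1% and 24.5% in replicates 1 to 3 of non-CD24+CD90+ tumor cells and 27.2%, 31.9% and 39.7% in TICs. The common dispersion alone gives 0.73% at 40 counts. A candidate explanation is that few RNA molecules were amplified many times before sequencing. The share of genes without counts corresponds to 28.3 reads per molecule (median of 6 samples), and the variance between samples to 44.7 (mean of 2 groups). The estimates were above 5 and within a factor of 2 of each other, as this explanation predicts, but true variation between the pools of mice would also raise both numbers, and the prediction was made after the dispersion had been seen. All 3 TIC samples had a larger share of such genes than all samples of non-CD24+CD90+ tumor cells (27.2% to 39.7% against 19.1% to 24.5%).

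A sparser sampling of molecules in TICs might also produce the wider spread of the TIC replicates, which the paper attributes to heterogeneity. The prediction, written before the values were computed, was that the ratio of the mean distances, TICs over non-CD24+CD90+ tumor cells, would be close to 1 among abundant genes. Over all 12192 genes the ratio was 1.20 (2.02 against 1.69, a difference of 0.34). Among the 2024 genes above 100 CPM on average it was 1.33 (0.65 against 0.49, a difference of 0.16), and it was 1.20 among the others. The ratio thus did not fall as predicted, but the difference itself was smaller among abundant genes, and a ratio need not fall where sampling makes up most of the distance in both groups. This test therefore does not rule out sparse sampling as a source of the wider spread. As 3 of the 10 splits gave as large a difference in distance, the wider spread itself cannot be told apart from a chance arrangement of the samples.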
